# Essential Function of the Serine Hydroxymethyl Transferase (SHMT) Gene During Rapid Syncytial Cell Cycles in *Drosophila*

**DOI:** 10.1534/g3.117.043133

**Published:** 2017-05-17

**Authors:** Franziska Winkler, Maria Kriebel, Michaela Clever, Stephanie Gröning, Jörg Großhans

**Keywords:** *Drosophila*, serine hydroxymethyl transferase, midblastula transition, metabolism, cell cycle

## Abstract

Many metabolic enzymes are evolutionarily highly conserved and serve a central function in the catabolism and anabolism of cells. The serine hydroxymethyl transferase (SHMT) catalyzing the conversion of serine and glycine and vice versa feeds into tetrahydrofolate (THF)-mediated C1 metabolism. We identified a *Drosophila* mutation in *SHMT* (CG3011) in a screen for blastoderm mutants. Embryos from *SHMT* mutant germline clones specifically arrest the cell cycle in interphase 13 at the time of the midblastula transition (MBT) and prior to cellularization. The phenotype is due to a loss of enzymatic activity as it cannot be rescued by an allele with a point mutation in the catalytic center but by an allele based on the *SHMT* coding sequence from *Escherichia coli*. The onset of zygotic gene expression and degradation of maternal RNAs in *SHMT* mutant embryos are largely similar to that in wild-type embryos. The specific timing of the defects in *SHMT* mutants indicates that at least one of the SHMT-dependent metabolites becomes limiting in interphase 13, if it is not produced by the embryo. Our data suggest that mutant eggs contain maternally-provided and SHMT-dependent metabolites in amounts that suffice for early development until interphase 13.

Genes encoding enzymes mediating basic metabolic pathways such as glycolysis or the synthesis of central metabolites such as purines or pyrimidines are assumed to have cell-essential functions. Due to the diverse but central functions of the corresponding metabolites, mutants of such genes are assumed to have pleiotropic phenotypes. A genetic analysis of these enzymes has not been in the focus of developmental genetics.

The evolutionarily highly conserved SHMT is a pyridoxal phosphate-containing enzyme that converts serine into glycine and vice versa (Figure 1). The released hydroxymethyl (C1) unit is transferred to THF to give rise to N5, N10 methylene THF. THF is the carrier of C1 units and is needed for the synthesis of purines, thymine nucleotides, and S-adenosyl methionine (SAM), the methyl donor of many methylation reactions. Beside the SHMT reaction, C1 units are generated by the cleavage of glycine catalyzed by glycine decarboxylase (GLDC) and by the degradation of histidine.

**Figure 1:**
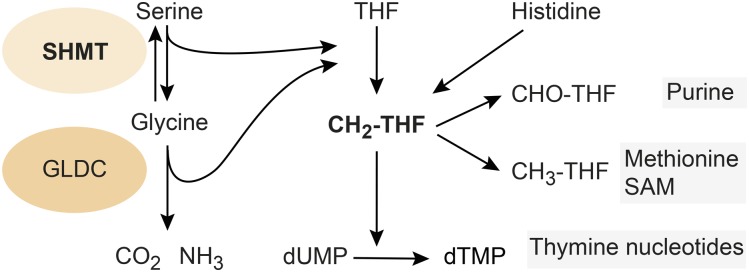
Brief schematic overview of SHMT function and C1 metabolism. SHMT, GLDC, and degradation of histidine feed into the pool of C1 units bound by THF. Metabolites depending on THF-C1 are marked by gray boxes. dTMP, deoxythymidine monophosphate; dUMP, deoxyuridine monophosphate; GLDC, glycine decarboxylase; SAM, S-adenosyl methionine; SHMT, serine hydroxymethyl transferase; THF, tetrahydrofalate.

Mammalian genomes contain two *SHMT* genes, one encoding a cytoplasmic isoform and one encoding a mitochondrial isoform (Andersen and Stover 2009). The single *Drosophila SHMT* gene encodes alternative transcripts, giving rise to a cytoplasmic isoform and mitochondrial isoform proteolytically derived from a longer precursor with a putative N-terminal presequence mediating mitochondrial import. Although the enzymatic function of SHMT is well defined, the genetics of *SHMT* in the context of development has not been investigated in animals so far. An indication for cell-specific functions is provided by the observation that increased expression of *SHMT* or *GLDC* is associated with certain types of tumors (Zhang *et al.* 2012; Kim *et al.* 2015). *GLDC* overexpression was found to be important for tumorigenesis in tumor initiating cells of nonsmall cell lung cancer (Zhang *et al.* 2012). Highly expressed *SHMT2* provides an advantage to tumor cells in poorly vascularized tumor regions (Kim *et al.* 2015).

The early development of embryos in species with large eggs starts under the control of factors (*e.g.*, RNA and proteins) provided by the female. In this period under maternal control, the zygotic genotype has no influence, as zygotic transcription is activated only after a lag phase [for a review concerning *Drosophila* see Foe *et al.* (1993)]. The activation of the zygotic genome coincides with and is required for the MBT, which refers to a switch in development that is visible as changes in morphology and the cell cycle. In *Drosophila*, MBT occurs at ∼2 hr past fertilization after invariantly 13 rounds of nuclear divisions (Foe *et al.* 1993). Following mitosis 13, the cell cycle switches its mode including an extended S phase and a pause in G2 phase. At the same time, the syncytial blastoderm transforms into a cellular blastoderm in a process called cellularization. The mechanisms for timing of zygotic genome activation and MBT, and the underlying functional relationships of the associated processes, are not clear and are a matter of current research (Farrell and O’Farrell 2014; Blythe and Wieschaus 2015a; Harrison and Eisen 2015; Liu and Grosshans 2017).

Here, we isolate a *SHMT* mutation in *Drosophila* by its specific developmental phenotype. Embryos from *SHMT* mutant germline clones develop until MBT and arrest the cell cycle in interphase 13. To initiate a developmental and genetic analysis of *SHMT*, we report here a detailed phenotypic analysis of *SHMT* mutants.

## Materials and Methods

### Genetics: transgenes

The *w* X238 *f* Frt[18E] hs-Flp[122] chromosome was isolated in a screen for mutations with early embryonic phenotypes in germline clones (Vogt *et al.* 2006). The original X238 chromosome was cleaned from a male-sterile mutation by meiotic recombination resulting in the *ypn* X238 *sn* Frt[19A] chromosome. Both chromosomes showed a similar phenotype in germline clones and were rescued with the genomic *SHMT*[+] transgene. Fly stocks were obtained from the Bloomington *Drosophila* Stock Center, if not otherwise noted. Nuclear dynamics in embryos were visualized with a Histone2Av-RFP transgene (Kanesaki *et al.* 2011). Genomic transgenes generated in this study, *SHMT*[+]86F, *SHMT*[E130Q]86F, and *SHMT*[Ecoli]86F were marked with an associated *white*[+] and were generated by ϕC31 integrase-mediated site-specific insertions on the third chromosome at cytological position 86F8 (Bischof *et al.* 2007). Germline clones were induced by heat shock -induced expression of Flipase (2 × 1 hr, 37°, first, second instar larvae) and selected with *ovo*[D] with a matching Frt site (Frt[18E] or Frt[19A]). Mitotic clones in imaginal discs and follicle epithelium were induced by heat shock-induced expression of Flipase and negatively marked with nlsGFP. Embryos were collected from flies fed with yeast on apple juice plates kept at 25° for not longer than ∼2 wk. For the survival assay, 100 eggs were transferred from a staged collection to 55 mm petri dishes filled with standard fly food and incubated in a 25° incubator. The number of animals reaching the next developmental stage was scored. The genotypes were determined only in animals reaching the adult stage.

### Molecular cloning

Genomic constructs were cloned into the transformation vector pattB (Bischof *et al.* 2007). Details of the cloning procedures, sequences, and PCR protocols are available on request. Briefly, the *SHMT* locus was cloned as a *Bam*HI-*Bam*HI and a *Bam*HI-*Eco*RI from BAC PR98-75I5 into pattB. For cloning of variants, a *Pac*I site was introduced substituting the coding sequences including introns (pattBminusCDS). SHMT from *Escherichia coli* (*glyA*) from genomic *E. coli* DNA and a *SHMT* fragment comprising the region between the two alternative start codons were amplified by PCR and cloned into the *Pac*I site of pattBminusCDS. The E130Q mutation was introduced by site-directed mutagenesis. The SHMT expression plasmid was generated by inserting the PCR-amplified *SHMT* coding sequence lacking the N-terminal presequence as a *Nco*I-*Bgl*II fragment into pGEX-His6. The resulting construct (GST-SHMT-His6) has an N-terminal GST domain and a C-terminal 6 × histidine tail. For RNA *in situ* hybridization, *slam* and *kuk* RNA probes were generated with T7 RNA polymerase and antisense templates as previously described (Wenzl *et al.* 2010). For sequencing of the 5C region, genomic DNA was isolated from heterozygous adult flies. DNA of the region was amplified by PCR in pieces of a few kilobases and sequenced. The genomic DNA from another mutant derived from the same mutagenesis experiment (X287/FM7) served as a control to identify single nucleotide polymorphisms.

### NanoString genome-wide expression analysis

Single dechorionated embryos expressing Histone2Av-RFP were frozen 3 min after anaphase of the preceding mitosis in heptane on dry-ice. Three to five embryos of the same stage were pooled. “Late cycle 13” were *SHMT* embryos 25 min after anaphase of mitosis 12. This time corresponds to the approximate length of cycle 13 in wild-type embryos plus 3 min. For genome-wide analysis, embryos were collected according to the time after egg lay. Total RNA was extracted with Trizol (Invitrogen) and analyzed by Bio-analyzer (RNA 6000 Nano kit; Agilent). The yield was ∼50–150 ng total RNA per embryo. A set of selected transcripts was quantified by NanoString nCounter technology according to the protocol of the manufacturer. 50 ng of total RNA was subjected to analysis. Full original data sets for NanoString are available on request. For genome-wide analysis, RNA was subjected to next-generation sequencing (Illumina HiSeq2000) according to the manufacturer’s protocol, and 20–40 million reads per sample were sequenced with an annotation rate of > 90%. 

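The 12 libraries held 21045142 to 35106444 reads counted in genes. The wild-type libraries labelled 0–1 hr held 21681111 to 32642088 (median 25784011) and those labelled 1.5–2.5 hr 31512172 to 35106444 (median 31803300). The SHMT libraries labelled 0–1 hr held 21611094 to 22648570 (median 21991696) and those labelled 1.5–2.5 hr 21045142 to 27783659 (median 27664077). With the reads outside genes and the ambiguous reads, the totals were 22683180 to 37876276 per library. Reads in genes made up 86.9 to 93.9% of these totals, reads outside genes 4.57 to 11.7%, and reads that could belong to several genes 1.33 to 1.53%. The share outside genes was above 11% in 2 libraries, replicate 1 of the wild-type libraries labelled 0–1 hr (11.7%) and replicate 1 of the SHMT libraries with that label (11.4%).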

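Ef1alpha48D, a gene for the translation elongation factor EF1α, had the highest count of all genes in each of the 12 libraries, from 253271 to 551011. Relative to library size (CPM, with library sizes scaled by edgeR's trimmed mean of M values, TMM) it stood at 20900 ± 557 CPM (SD, n = 3) in the wild-type and 14240 ± 2376 CPM in the SHMT libraries labelled 0–1 hr. At the 1.5–2.5 hr label it stood at 8800 ± 502 and 10190 ± 201 CPM. The 10 genes with the most counts together took 4.54 to 7.02% of the counts of a library.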

The highest number of reads reached > 10^5 for EF1α. Analysis was performed in biological triplicates. 

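No 2 replicates looked like copies of 1 library. Between the 3 replicates of a group the log CPM of genes correlated at 0.985 to 0.995 (Pearson's r across genes), and the counts differed by 11.4 to 62.7 times the sampling noise (chi-square over its degrees of freedom, genes with at least 10 counts). In the SHMT libraries labelled 0–1 hr, replicate 3 stood 55.7 and 60.1 times the sampling noise from replicates 1 and 2, which stood 11.6 times from each other. The first principal component of all 12 libraries held 90.8% of the variance and parted the stage labels, negative for every library labelled 0–1 hr and positive, 91.8 to 112, for the others. The second held 4.84% and parted the genotypes, with wild type at 14.6 to 30.3 and SHMT at −37.7 to −4.90.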

Genes with a low averaged number of reads (*N* < 50) in all four experimental conditions were not considered. 

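Of the 14161 genes in the counts, 12206 had at least 1 count in some library, and 6884 averaged at least 50 counts in at least 1 of the 4 groups and were tested. All 12 zygotic and 6 maternal genes chosen for NanoString in Figure 7 passed, as did 81 of 89 genes for ribosomal proteins. Of the enzymes of detoxification, 9 of 21 glutathione transferase genes and 16 of 60 cytochrome P450 genes passed. None of 17 chorion and vitelline membrane genes, of 12 midgut and yolk protein genes or of 12 testis genes reached the minimum. Of genes switched on later in embryogenesis, 3 of 14 for muscle, 1 of 12 for the nervous system, 2 of 15 for epidermis and cuticle and 1 of 12 for hemocytes, fat body and trachea passed. CG43163 is counted in the files as CG6902 and CG6915, so its reads are split. CG6902, with 41 counts over the 3 wild-type and 9 over the 3 SHMT libraries labelled 0–1 hr, and 2 and 20 in the libraries labelled 1.5–2.5 hr, was not tested.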

The next-generation sequencing data have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number GSE97557 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97557).

### SHMT antibody

GST-SHMT-His6 was expressed from the plasmid pGEX-SHMT-His6 in *E. coli* (BL21DE3). Following induction with 0.1 mM IPTG at 20° overnight in a 500 ml culture, the cleared supernatant from lysed cells was applied to a 1 ml HisTrap HP column. After washing the column, elution with imidazole-containing buffer, and desalting with a PD-10 column, ∼10 mg SHMT protein in 4 ml buffer were obtained. Rabbits and guinea pigs were immunized with the purified protein. Sera from both species gave comparable results in western blots and embryo staining.

### Western blots

SDS polyacrylamide gel electrophoresis and western blotting were performed as previously described (Wenzl *et al.* 2010). Briefly, for embryonic extracts, dechorionated and frozen embryos were boiled in 1 × Laemmli solution for 5 min. The cleared solution was stored at –20°. Extracts were subjected to SDS polyacrylamide gel electrophoresis and transferred to nitrocellulose membrane by semidry transfer. Following staining with Ponceau red and blocking with 5% bovine serum albumin in PBT [phosphate-buffered saline (PBS) with 0.1% Triton X-100], primary antibodies were added and incubated overnight at 4°. After washing (3 × rinsed, 4 × 10 min in PBT), the filter was incubated with secondary antibodies for 1.5 hr at room temperature. Primary antibodies were: rabbit/guinea pig-α-SHMT (this study). Western blots were developed with fluorescently-labeled secondary antibodies (800CW Donkey anti-guinea pig/rabbit IgG) and detected with a LICOR system. Sixteen-bit images were processed by Photoshop and FIJI/ImageJ.

### Gel filtration

Staged embryos (1.5–2.5 hr) were lysed in RIPA buffer [10 mM Tris/HCl [pH 7.5], 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 1% deoxycholate, 5 mM EDTA, 2 mM PMSF, 1 × protease inhibitor cocktail (Roche), and 2 mM PMSF] with a Dounce homogenizer to a density of 10 embryos/μl. The cleared sample was applied to a Superdex 200HR 10/30 column preequilibrated with RIPA buffer. Proteins from collected fractions were dissolved in 6 × Laemmli sample buffer and analyzed by SDS polyacrylamide gel electrophoresis and western blot. The column was standardized by a set of marker proteins with known native molecular weight.

### Histology

Embryos were fixed in 4% formaldehyde in PBS for 20 min. Antibody staining and fluorescent RNA *in situ* hybridization was performed as previously described (Wenzl *et al.* 2010). In brief, after the posthybridization washes, embryos were incubated twice in PBT (PBS + 0.1% Tween-20) with 1% bovine serum albumin for 20 min each at room temperature, and then incubated for 2 hr with α-digoxigenin antibody coupled to peroxidase (Roche). Then, embryos were rinsed 3 × and washed for 4 × 15 min with PBT. The staining reaction was started by adding 200 µl of reaction solution (TSA-Cy3 diluted 1:200 in reaction buffer; PerkinElmer) to the embryos for 5–10 min. The reaction was terminated by adding 1 ml PBT. Embryos were washed once more with PBT. Protein staining with a specific antibody was performed after RNA staining.

S2 cells were fixed and stained as previously described (Wenzl *et al.* 2010). For cytoplasmic extraction, cells were washed in PBT, extracted with CSK buffer [10 mM Pipes/HCl (pH 6.8), 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 1 mM DTT, 0, 2 mM PMSF, and 1 × protease inhibitor cocktail (Roche)] with 0.1% Triton X-100 and nuclease for 10 min on ice, washed with PBT, and fixed. The following antibodies were used. Primary antibodies: rabbit/guinea pig-α-SHMT (this study), rabbit/guinea pig-α-Slam (Wenzl *et al.* 2010), mouse-α-Dlg (4F3, Hybridoma center), rabbit-α-Frs (Grosshans *et al.* 2003), rabbit/guinea pig-α-Kuk (Brandt *et al.* 2006), rabbit-α-Dia (Grosshans *et al.* 2005), mouse-α-LaminDm0 (T47/1/1, Risau *et al.* 1981), mouse-α-γTubulin (GTU-88; Sigma), rabbit-α-CID (Jäger *et al.* 2005), rat-α-Twine (DiTalia *et al.* 2013), and GFP-booster (Chromotek). Secondary antibodies: Alexa-coupled goat-α-mouse/rat/rabbit/guinea pig antibodies (Invitrogen). DNA was stained by DAPI. Specimens were mounted in Aquapolymount (Polyscience).

### Clones

Mitotic clones were induced by 2 × 1 hr heat shocks at 37° in first and second instar larvae. Imaginal discs were prepared from third instar larvae in PBS, fixed in 4% formaldehyde for 40 min, and stained with GFP-booster. For clones in follicle epithelia, adult flies were heat shocked (2 × 1 hr at 37°). Ovaries were dissected on ice 3–5 d later, fixed in 4% formaldehyde/PBS for 20 min, and stained with SHMT antibody and GFP-booster.

### EdU labeling

Embryos (0.5–2.5 hr) were dechorionated with hypochlorite and air dried for 3–5 min. Following permeabilization with heptane for 3 min (as a monolayer in an iron mesh), the embryos were washed and incubated in Schneider’s medium containing 50 mM EdU at 25° for 15 min. After this labeling period, the embryos were fixed with 4% formaldehyde in PBS/heptane for 20 min. The fixed embryos were stored in methanol at –20°.

### Microscopy: live imaging

Fluorescent images of fixed and immunostained embryos were recorded with a confocal microscope (Zeiss LSM780, 25 × /NA0.8 and 40 × /NA1.2). For live imaging, embryos were dechorionated with hypochlorite for 90 sec, washed and lined up on a piece of apple juice agar, transferred to a coverslip coated with glue (“Tesa pack” tape dissolved in heptane), desiccated if necessary, and covered with halocarbon oil (Voltalef 10S). Time-lapse imaging of embryos was conducted on an inverted microscope with differential interference contrast optics (AxioCam camera) or with fluorescent optics and a spinning disc (Zeiss ObserverZ1, CSU-X1, AxioCam MRm, 25 × /NA0.5, 40 × /NA1.3, and 63 × /NA1.3). Images were processed with ImageJ/Fiji and Photoshop (Adobe).

### Data availability

All data, materials, and fly stocks described and used in this study are available on request. Accession numbers for available data in public databases: GEO accession number GSE97557.

### Essential and nonautonomous function of SHMT

We isolated a lethal point mutation, X238, in the *SHMT*/CG3011 gene (in the following designated as *SHMT*[X238]) from a collection of mutations with defects in early embryonic development (Figure 2A) (Vogt *et al.* 2006). Embryos and larvae derived from SHMT[X238] heterozygous parents developed normally until the pupal stage, when a fraction died as “black” pupae (∼20% of total) as compared to animals carrying a genomic rescue transgene (Supplemental Material, Figure S1A in File S1). No obvious defects were observed in the dying pupae (Table S4).

**Figure 2:**
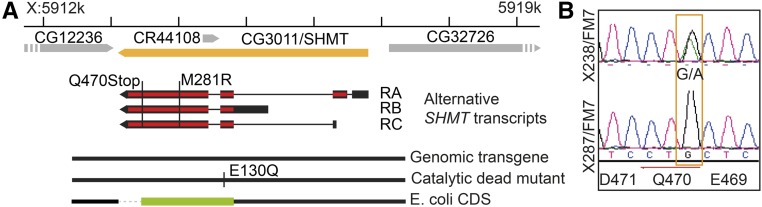
Lethal mutations in *SHMT*. (A) Genetic map of the *SHMT* locus with the annotation of three alternative transcripts encoding two protein isoforms according to FlyBase. The point mutations of the alleles *SHMT*[X238] (Q470stop) and *SHMT*[A] (M281R) are marked and genomic transgenes are indicated. The *SHMT* coding sequence from *E. coli* substituting the *Drosophila* coding sequence (CDS) is marked in green. (B) Traces from sequencing reactions of the *SHMT*[X238] allele in comparison to another mutation (X287) from the same mutagenesis screen.

Embryos from females with germline clones of *SHMT*[X238] developed apparently normally until the blastoderm stage, but did not undergo cellularization and did not further develop. The complete failure of cellularization and formation of an epithelium is consistent with the observation that no structured cuticle material was formed during embryonic development (Figure S1B in File S1). As this is a fully penetrant phenotype, zygotic expression of *SHMT* in zygotically heterozygous female embryos derived from *SHMT* germline clones cannot rescue the early cell cycle and cellularization defects.

We mapped the lethality and germline clone phenotype on the X238 chromosome by meiotic recombination between *cv* and *sn*. In this manner, an associated male-sterile mutation was removed. Complementation with duplications and deficiencies narrowed down the position of the mutation to the 5C region including four genes (Figure S2 in File S1). Sequencing revealed a nonsense mutation (G→A) leading to a premature stop codon (Q470Stop, long protein; Q400Stop, short protein) in *SHMT* (Figure 2B). The mutation did not complement the lethality of an existing missense allele *SHMT*[M281R] (Haelterman *et al.* 2014). Furthermore, a 4883 bp genomic transgene with the wild-type allele complemented the lethality and germline clone phenotype of *SHMT*[X238] (Figure 2A and Table 1).

**Table 1:** Complementation of *SHMT*

		Males		
Transgene	Females	FM7	X0	Rescued
	*y pn SHMT*[*X238*] *sn* Frt[19A]/FM7 ♀♀ X ♂♂ *w*/Y; transgene{*w*+}			
WT rescue	234	90	0	117
*E. coli* SHMT	360	103	0	125
E130Q	113	42	1	0
	*w SHMT*[*X238*] *f* Frt[18E]hs-Flp/FM7 ♀♀X♂♂ *w*/Y; transgene{*w*+}			
WT rescue	373	68	0	146
E130Q	549	105	7	0
	*y SHMT*[*M281R*] Frt[19A]/FM7 ♀♀X♂♂ *w*/Y; transgene{*w*+}			
WT rescue	691	212	0	315
E130Q	712	191	0	280

WT, wild-type; SHMT, serine hydroxymethyl transferase.

*SHMT* is assumed to function as an enzyme that is central to C1 metabolism. Alternatively, SHMT protein may constitute a pseudoenzyme with a function in maintaining cellular structure. To test whether its enzymatic activity is required for gene function, we introduced a point mutation (E130Q) at a residue at the active center that is essential for catalytic activity. The E130Q point mutation does not severely affect the structure of the protein (Rao *et al.* 2000; Szebenyi *et al.* 2004). A transgene with this allele did not complement *SHMT*[X238], indicating that the enzymatic function is required. Interestingly, the *SHMT*[E130Q] transgene complemented the *SHMT*[M281R] allele. SHMT is assumed to act as a tetramer (Jagath *et al.* 1997; Bhatt *et al.* 2004). The E130Q and M281R mutations might thus affect different aspects of the enzymatic function.

These experiments do not rule out a structural function of SHMT in addition to an enzymatic function. To test the structural option, we varied the structure by inserting the *SHMT* gene from *E. coli* into a genomic transgene. The *E. coli SHMT* coding sequence was inserted in a manner in which two proteins, one with and one without the putative mitochondrial presequence, are produced. This transgene (*SHMT*[bact]) complemented the lethality and germline clone phenotype of *SHMT*[X238] (Figure 2A and Table 1). We conclude that *SHMT* may largely act via its enzymatic function.

According to transcript analysis of the gene and genome annotation, the *SHMT* gene is predicted to encode two proteins: a longer one of 470 amino acid residues with a putative N-terminal mitochondrial presequence, and a shorter one of 400 amino acid residues (Figure 2A). The predicted mitochondrial presequence is usually cleaved, which may lead to a mature mitochondrial protein with a size comparable to the predicted cytoplasmic isoform. We raised antibodies against a purified recombinant protein without the putative mitochondrial presequence. In immunoblots, antibodies from rabbit and guinea pig recognized a single protein band of ∼55 kDa in extracts from wild-type and SHMT[X238] embryos rescued with a *SHMT*[+] genomic transgene (Figure 3A). As we detected only one band in western blots, the predicted cytoplasmic and mitochondrial isoforms may have comparable sizes. In embryonic extracts from *SHMT*[X238] germline clones, the prominent 55 kDa band was absent or at least strongly reduced. These data indicate that the C-terminally truncated protein from the *SHMT*[X238] allele is unstable. With extracts of the *SHMT*[M281R] allele, a band with reduced intensity was detected. SHMT forms a dimer in *E. coli* and a tetramer in eukaryotes (Jagath *et al.* 1997; Bhatt *et al.* 2004). We assayed the native molecular weight of SHMT by gel filtration of cytoplasmic extracts. We detected SHMT in fractions corresponding to a molecular weight of globular proteins with ∼250 kDa (Figure 3B). These data indicate that SHMT largely constitutes a tetramer in *Drosophila*.

**Figure 3:**
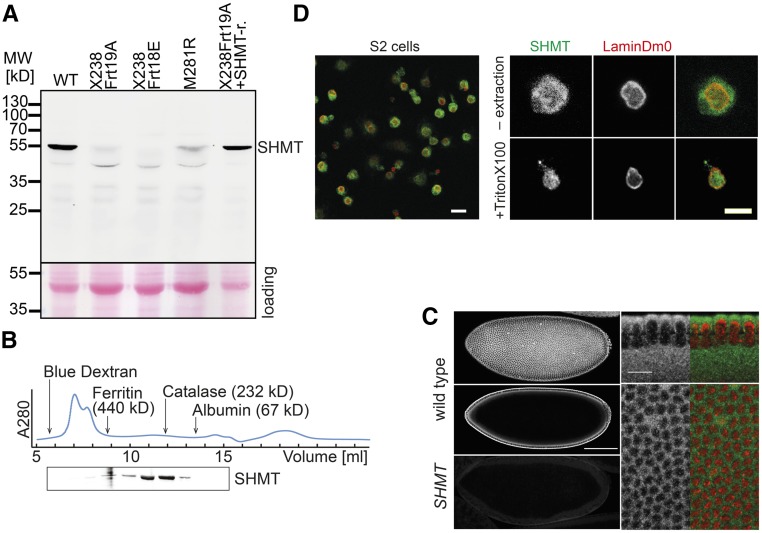
Serine hydroxymethyl transferase (SHMT) protein. (A) Western blot with embryonic extracts (0–3 hr) from wild-type (WT), *SHMT* alleles X238 (recombined with either Frt18E or Frt19A), M281R, and rescued embryos (X238 allele with a genomic rescue transgene). Loading control by Ponceau staining (red) following transfer. MW, molecular weight marker. (B) Gel filtration with embryonic extracts analyzed by western blotting of eluted fractions for SHMT protein. Elution peaks of molecular weight markers and the elution profile (A280) are indicated. (C) Confocal images of fixed wild-type and embryos from SHMT[X238] germline clones were stained with SHMT antibody (gray/green) and 4’,6-diamidino-2-phenylindole (DAPI, red). Bar, 100 and 10 µm. (D) Confocal images of fixed *Drosophila* S2 cells stained for SHMT (gray/green), LaminDm0 (gray/red). Extraction with Triton X-100 was performed prior to fixation. Bar, 10 and 5 µm.

The antibody is specific in histological staining of fixed embryos. Consistent with the western blot, staining of fixed wild-type and *SHMT*[X238] embryos with SHMT antibodies showed a clear difference with staining almost absent in mutant embryos. In wild-type embryos, we detected uniform cytoplasmic staining during blastoderm stages (Figure 3C) and in later developmental stages. In cultured S2 cells, a uniform signal throughout the cells was detected (Figure 3D).

SHMT has been reported to associate with the nuclear envelope and DNA replication complexes (Anderson *et al.* 2012). In order to detect a minor nucleoplasmic fraction as compared to a prominent cytoplasmic SHMT pool, we extracted cultured S2 cells with Triton X-100. Triton X-100 extraction depletes the cytoplasm but leaves nuclei relatively intact. Staining of such extracted cells revealed a nucleoplasmic staining for SHMT together with the lamina protein LaminDm0 (Figure 3D). These data suggest that a subfraction of SHMT is present in the nucleus in *Drosophila* S2 cells.

### Nonautonomous function of SHMT

Given its enzymatic function in the mitochondria, cytoplasm, and potentially the nucleus inside the cell, SHMT may have an autonomous function. However, many metabolites are able to cross cell borders due to the presence of specific canals and transport proteins in the plasma membrane. To distinguish these options, we induced *SHMT* mutant clones as marked by the absence of GFP in leg and wing imaginal discs and the follicle epithelium in ovaries (Figure 4). In all three tissues, clones of *SHMT* mutant cells were frequently observed. This indicates that cells within a tissue can grow and pass through the cell cycle even in the absence, or at least strongly reduced amounts, of SHMT.

**Figure 4:**
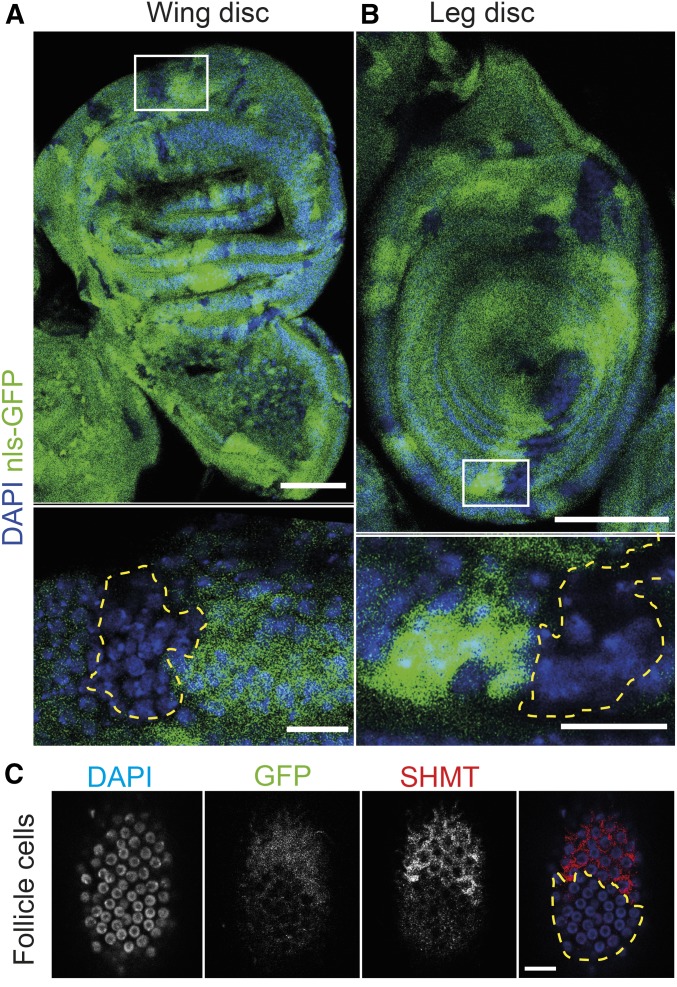
*SHMT* clones in epithelial tissues. Images of (A) wing and (B) leg imaginal discs with *SHMT*[X238] mutant clones were fixed and stained for DNA (blue) and GFP (green). Bar, 50 and 10 µm. (C) Image of follicle epithelium with *SHMT*[X238] clones fixed and stained for SHMT (gray/red), GFP (gray/green), and DAPI (blue). Absence of GFP or SHMT marks mutant clones (dashed line in yellow). Bar, 10 µm. DAPI, diamidino-2-phenylindole; GFP, green fluorescent protein; SHMT, serine hydroxymethyl transferase.

These observations are consistent with the availability of *SHMT* mutant embryos from germline clones. Here, *SHMT* homozygous oocyte and nurse cells grow in an environment of heterozygous follicle cells within a *SHMT* heterozygous female. Given the growth of egg chambers, it is unlikely that persistence of residual amounts of SHMT protein in the mutant nurse cells and oocyte fulfils the SHMT function. More likely is the uptake of SHMT-dependent metabolites from the follicle epithelium. The apparent nonautonomous function of *SHMT* may thus be explained by a transfer of SHMT-dependent metabolites across cell borders and uptake from extracellular fluid.

### SHMT is required for progression through nuclear division cycle 13 and cellularization

During early development, embryos pass through invariantly 13 rapid nuclear division cycles without cytokinesis giving rise to a syncytial embryo, in which all nuclei share a common cytoplasm. Following mitosis 13, a layer of epithelial cells form during cellularization. To describe cell cycle progression in wild-type and mutant embryos, we conducted time-lapse recordings of embryos expressing a RFP-tagged histone2Av to fluorescently label chromatin (Figure 5A). We did not detect differences during the first 12 cell cycles (Figure 5B). In contrast to wild-type embryos, which proceeded in a timely fashion through mitosis 13 and cellularized in interphase 14, the cell cycle in most mutant embryos arrested in interphase 13 (Figure 5B and Table 2).

**Figure 5:**
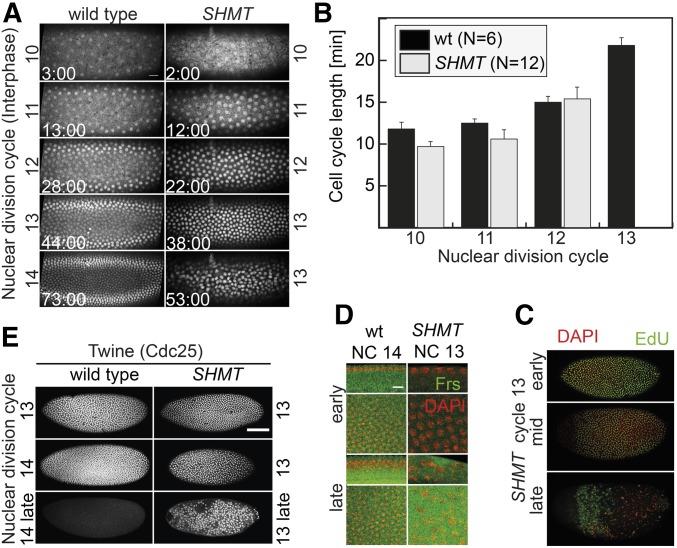
Cell cycle arrest in interphase 13 of *SHMT* mutants. Wild-type embryos and embryos from *SHMT*[X238] germline clones. (A) Fluorescent images from time-lapse recording of embryos expressing histone2Av-RFP. Time in minutes:seconds. Bar, 20 µm. (B) Corresponding quantification of cell cycle lengths. Error bar indicates SEM. Images of embryos fixed and stained for (C) Twine/Cdc25 or (D) Frs (green) and DAPI (red). Bar, 100 µm (C) or 10 µm (D). (E) DNA synthesis was marked by incorporation of EdU for 15 min. Fixed *SHMT* embryos (onset of cycle 13, early cycle 13, late stage) were stained for EdU (green) and DAPI (red). Bar, 100 µm. DAPI, diamidino-2-phenylindole; EdU, 5-ethynyl-2’-deoxyuridine; GFP, green fluorescent protein; NC, nuclear division cycle; RFP, red fluorescent protein; SHMT, serine hydroxymethyl transferase; wt, wild-type.

**Table 2:** Penetrance of the cell cycle and cellularization phenotypes

	Arrest in Cell Cycle (in %)		
Genotype	13	14	*N*
Wild-type	0	100	7
*SHMT*[X238] Frt[19A]	91.7	8.3	24
*SHMT*[M281R] Frt[19A]	76.2	23.8	21
	Cellularization (%)		
Genotype	No/partial	Complete	*N*
Wild-type	0	100	7
*SHMT*[X238] Frt[19A]	95.8	4.2	24
*SHMT*[M281R] Frt[19A]	70	25	20

In addition to the behavior of chromatin as a marker for cell cycle progression, we stained for centrosomes, which duplicate early in interphase, and for centromeres (Figure S3 in File S1). We found two centrosomes for most of the nuclei (Figure S3A in File S1). However, in later stages of mutant embryos, the association of nuclei and centrosomes was broken due to widespread nuclear fallout. The number of centromeres seemed to be normal in *SHMT* mutants within the resolution of our assay (Figure S3B in File S1). Immediately after entering interphase, DNA replication starts during the fast nuclear division cycles, which lack gap phases. In *SHMT* mutants, we detected uniform DNA synthesis in all nuclei early in cycle 13 (Figure 5C), similar to wild-type embryos. Later, the staining pattern for DNA synthesis became irregular, with single nuclei lacking staining. Late stage embryos with already severe morphological defects still showed staining for DNA synthesis in some areas of the embryos, indicating a persisting S phase.

In wild-type embryos, the cell cycle pauses in interphase 14 due to degradation of Twine/Cdc25 protein and expression of zygotic inhibitor Frühstart (Frs) (Farrell and O’Farrell 2013; DiTalia *et al.* 2013; Grosshans *et al.* 2003; Gawliński *et al.* 2007). Through immunohistology, we found that both mechanisms were not precociously activated in *SHMT* mutant embryos (Figure 5, D and E). Frs is expressed at the onset of interphase 14 and inhibits Cdk by binding to Cyclin (Grosshans *et al.* 2003; Gawliński *et al.* 2007). In *SHMT* mutant embryos, Frs protein was detected only in very late embryos, as staged by the severe morphological defects (Figure 5D). Twine staining was detected in *SHMT* mutant embryos even at late stages, which showed severe morphological defects, whereas Twine was already strongly reduced in wild-type embryos at midstage cellularization (Figure 5E). Our data indicate that *SHMT* mutant embryos specifically arrest in interphase 13 and miss the last nuclear division in mitosis 13. The cell cycle arrest is not due to precocious degradation of Twine/Cdc25 or expression of Frs.

Concomitantly with the cell cycle pause in interphase 14, cellularization proceeds. In this process, the plasma membrane invaginates between adjacent nuclei to enclose them in individual cells. At the same time, the spherical nuclei transform into an extended shape (Brandt *et al.* 2006). In the case of a premature cell cycle pause in cycle 13, cellularization may proceed (Sung *et al.* 2013; Grosshans *et al.* 2003). The invaginating membrane is visible as a progressively extending furrow between the nuclei in light microscopy (Figure 6A). In *SHMT* mutants, neither furrow nor nuclear elongation were visible (Figure 6B). The nuclei acquired an irregular shape and lost their regular cortical alignment.

**Figure 6:**
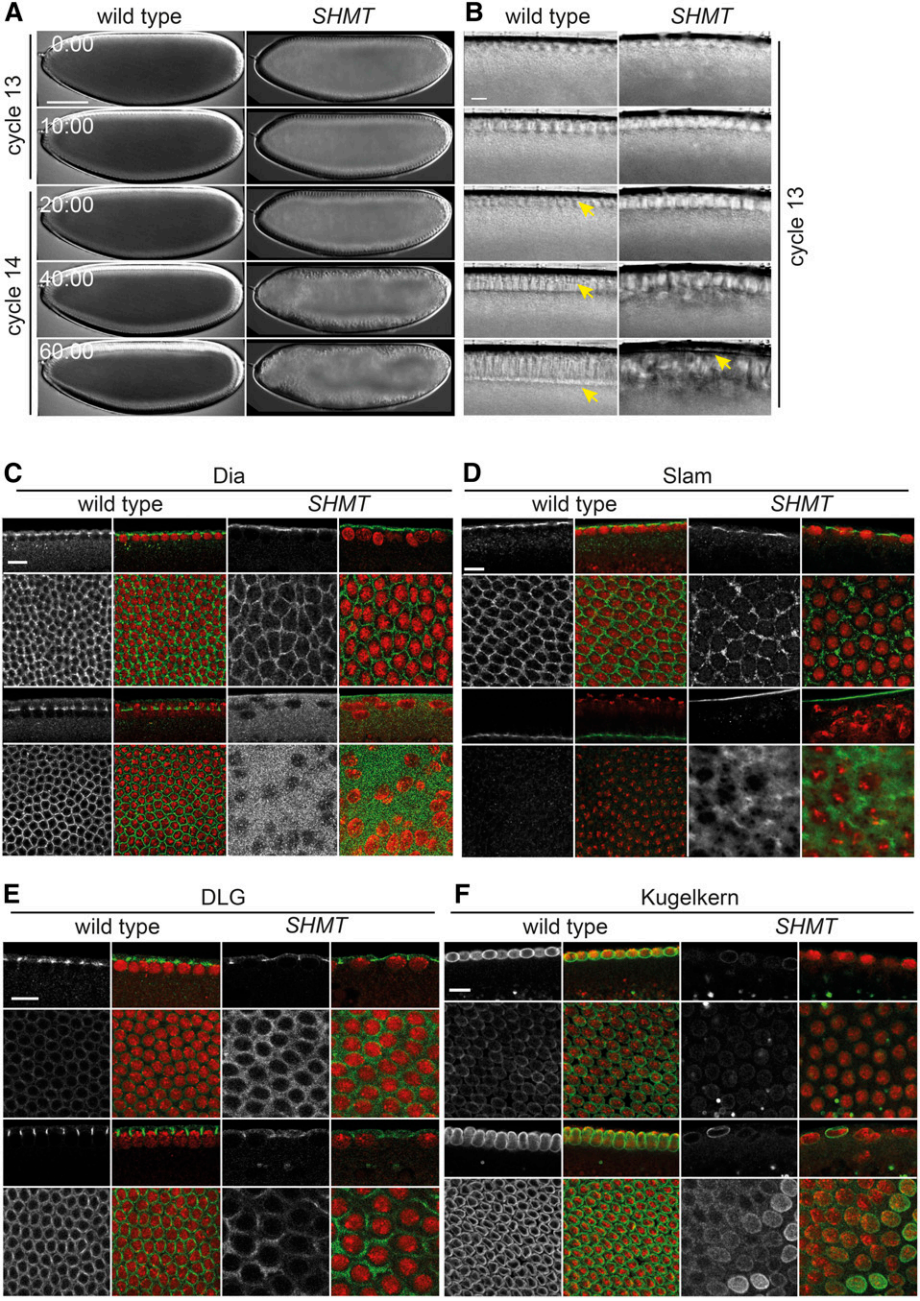
Cellularization phenotype of *SHMT* mutants. Wild-type embryos and embryos from *SHMT*[X238] mutant germline clones. (A and B) Live images by visible light microscopy (differential interference contrast) at (A) low and (B) high magnification. Time in minutes:seconds. Bar, 100 µm (A) or 10 µm (B). Arrow in yellow points to cellularization furrows. (C–F) Confocal images of embryos in early and advanced stage of cycle 14 or 13, fixed and stained as indicated. DNA (red) Bar, 10 µm. (C) Dia, (D) Slam, (E) Dlg, and (F) Kuk (gray/green).

The observations of visible morphology were confirmed by protein markers, Dia and Slam, which both associate with the furrow tip throughout cellularization in wild-type (Grosshans *et al.* 2005; Wenzl *et al.* 2010). In contrast, Dia and Slam were uniformly distributed or cortically localized in *SHMT* mutants (Figure 6, C and D). Dlg, a marker for the lateral membrane, localized at the cortex and did not mark any furrow-like structure in *SHMT* mutants (Figure 6E). The protein Kugelkern (Kuk) localizes at the inner nuclear membrane and is required for nuclear elongation (Brandt *et al.* 2006). Expression of Kuk is initially low but increases at the onset of cellularization. Kuk staining was weak in early cycle 13 as expected. Later, in embryos with clear morphological defects, an upregulation was detected in only some nuclei, as shown by the strong Kuk staining (Figure 6F). Taken together, our immunohistological analysis shows that *SHMT* mutant embryos do not pass through cellularization.

### Gene expression in SHMT mutants

Cellularization depends on the onset of zygotic gene expression. Absence of zygotic gene expression prevents cellularization, whereas its precocious onset leads to cellularization in cycle 13 (Sung *et al.* 2013). We employed NanoString nCounter analysis for a selected set of genes with representative expression profiles to establish profiles of gene expression in precise temporal resolution. RNA samples were prepared from 3 to 5 embryos per sample, manually selected according to the nuclear division cycle. We detected very related expression profiles for wild-type and *SHMT* mutants for constitutively expressed genes (Figure 7A), RNAs subject to maternal degradation (Figure 7B), and zygotically expressed genes (Figure 7C). These measurements were consistent with the immunostainings for zygotic proteins (Slam, Kuk, and Frs; Figure 5 and Figure 6) and indicate that the gene expression program, including activation of zygotic transcription and degradation of maternal RNAs, is largely functional in *SHMT* mutants.

**Figure 7:**
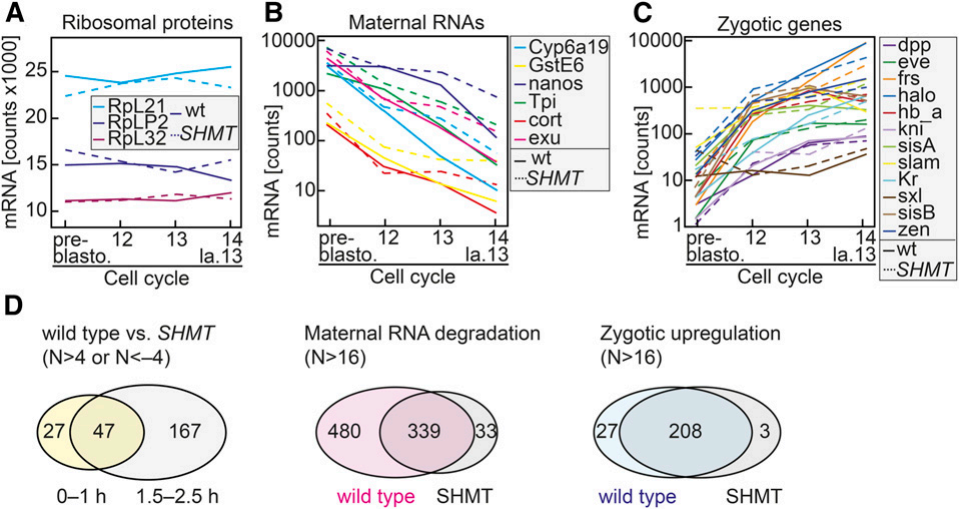
Gene expression in *SHMT* mutants. (A–C) Level of representative transcripts assayed by NanoString analysis with RNA samples from wild-type and *SHMT*[X238] embryos manually staged according to the nuclear division cycle. Late 13 in *SHMT* mutants corresponds to time of cycle 14 collection in wild-type. (A) Ribosomal proteins, (B) RNAs subject to maternal degradation (logarithmic scale), and (C) early zygotic genes (logarithmic scale). (D) Genome-wide analysis of differential transcript levels between wild-type and *SHMT*[X238] mutant embryos at 0–1 hr or 1.5–2.5 hr after egg lay and between preblastoderm (0–1 hr) and blastoderm (1.5–2.5 hr) stages. Selection of genes as indicated. FDR, false discovery rate; SHMT, serine hydroxymethyl transferase; wt, wild-type.

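RNA from 2 genotypes, OregonR wild type and embryos from SHMT[X238] germline clones, and 2 collections, labelled 0–1 hr and 1.5–2.5 hr after egg lay, was sequenced in 3 libraries each. The SHMT gene itself, CG3011, stood at 3.38, 4.18 and 4.67 CPM in the 3 wild-type libraries labelled 0–1 hr and at 5.57, 6.49 and 7.37 CPM in the SHMT libraries, and at 77.5, 87.1 and 88.1 CPM in the wild-type and 123, 91.5 and 102 CPM in the SHMT libraries labelled 1.5–2.5 hr. The allele is a stop codon, so the RNA level does not check the genotype. The 12 zygotic genes of the NanoString set, among them eve, kni and slam, summed to 8746 ± 1903 CPM (SD, n = 3) in the wild-type libraries labelled 0–1 hr and 444 ± 34.9 CPM in those labelled 1.5–2.5 hr, and in SHMT to 4956 ± 1870 and 439 ± 10.9 CPM. The 6 maternal genes of that set, among them exu, cort and nos, summed to 115 ± 2.32 and 1139 ± 148 CPM in wild type and to 99.8 ± 15.0 and 1151 ± 233 CPM in SHMT. In both genotypes these markers thus ran against the stage labels, with zygotic RNAs high at the 0–1 hr label and maternal RNAs high at the 1.5–2.5 hr label. In the NanoString measurements of Figure 7 the zygotic RNAs rise and the maternal RNAs fall as the cycles advance. In wild type 48 of 49 genes compared of the paper's Table S2 and 30 of 30 of Table S3 have its sign with the stage labels exchanged. With the labels as deposited 1 and 0 do. This comparison, chosen after seeing the results, argues against the labels as deposited. No library was moved: the groups are named by their labels throughout, and the counts of calls are also given with the stage labels exchanged.

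**Figure D1:**
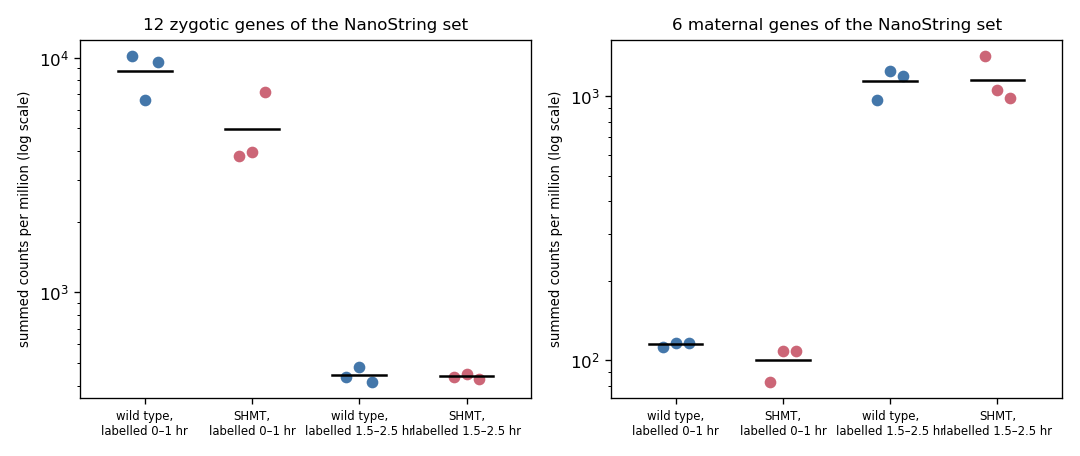
Summed level of the 12 zygotic and of the 6 maternal NanoString genes in each of the 12 libraries, in CPM on a log axis, by genotype and stage label. Each point is 1 library and the black line is the mean of 3. The zygotic sums lie at 3801 to 10120 CPM in the libraries labelled 0–1 hr and at 415 to 483 CPM in those labelled 1.5–2.5 hr, and the maternal sums at 82.5 to 116 and 970 to 1417 CPM.

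The submitters' processing notes name the HiSeq reads' conversion with CASAVA 1.8.2, alignment to the genome build dm3 with Bowtie2 2.1.0 and counting per gene with HTSeq, whose version and strand setting are not given in the sources used here, so overlapping and antisense genes cannot be told apart for certain. From the deposited counts, edgeR's quasi-likelihood test was fitted to all 12 libraries with TMM scaling and Benjamini-Hochberg adjustment. SHMT was compared with wild type within each label, a call being an adjusted p under 0.05 and over 4-fold, and the labels were compared within each genotype at over 16-fold. The thresholds follow the study, which gives no level for the false discovery rate. These choices, 34 gene lists and the alternatives, apart from those said to be chosen after seeing the data, were fixed before the data were examined. With library sizes alone in place of TMM the median log2 difference of all tested genes moved from 0.02 to 0.25 for SHMT minus wild type at the 0–1 hr label, from −0.04 to 0.48 between the labels in wild type and from −0.06 to 0.21 in SHMT, so log2 values of that size depend on the scaling. The triplicates are described as biological, and no source used here says whether they came from separate parents.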

To validate this conclusion, we compared genome-wide changes in gene expression between wild-type and *SHMT* mutant embryos at the preblastoderm (0–1 hr) and blastoderm stages (1.5–2.5 hr) (Figure 7D). In 0–1 hr embryos (nuclear cycles 1–9), we detected significant changes between wild-type and *SHMT* embryos of more than fourfold in only 74 genes (Figure 7D and Table S1 in File S1). These genes did not fall into specific functional groups as judged by gene ontology annotations. 

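CG32581, CG13532, the zinc transporter gene Zip3, the cell adhesion gene CG42330 (Dscam4) and the cytochrome P450 gene Cyp4p2 were nearly silent in wild type and higher in SHMT at both stage labels. CG32581 stood at 0.213 ± 0.185 CPM (SD, n = 3) in the wild-type and 67.2 ± 4.47 CPM in the SHMT libraries labelled 0–1 hr, and at 0.216 ± 0.267 and 29.8 ± 1.81 CPM in those labelled 1.5–2.5 hr. Zip3 stood at 6.01 ± 1.10 CPM in SHMT at the 0–1 hr label against 2 counts over the 3 wild-type libraries, CG13532 at 15.4 ± 2.21 against 0.0664 ± 0.0395 CPM, CG42330 at 16.4 ± 1.19 against 0.0997 ± 0.113 CPM, Cyp4p2 at 49.4 ± 2.49 against 0.767 ± 0.496 CPM and CG2641 at 15.3 ± 0.273 against 0.355 ± 0.321 CPM. In the other direction, CG3038 stood at 99.1 ± 2.48 CPM in wild type and 0.764 ± 0.391 CPM in SHMT, CG42286 at 10.1 ± 1.20 CPM against 3 counts over the 3 SHMT libraries, and CG34353 at 13.2 ± 7.91 CPM against 1 count. The eye selector gene ey and bt, which encodes the muscle protein Projectin, were lower in SHMT by log2 differences of −2.98 (SE 0.35, adjusted p = 3.35e-05 from edgeR) and −3.23 (SE 0.29, adjusted p = 5.34e-06). In all, 281 of the 6884 genes tested differed over 4-fold in the libraries labelled 0–1 hr, 186 higher and 95 lower in SHMT, or 81 with the stage labels exchanged. A test against the 4-fold threshold itself (glmTreat in edgeR) called 65 genes at this label. Of all genes called, 27 were higher and 20 lower in SHMT at both labels, where independent lists of these sizes would share 1.22 and 0.497.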

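Many patterning genes of the zygotic genome were lower in SHMT in the libraries labelled 0–1 hr. Of 9 pair-rule genes, which set up the segments, 8 were lower and 0 higher at an adjusted p under 0.05 from edgeR (8 lower when adjusted over the list alone), with a median log2 difference of −1.46. Among them eve stood at 59.7 ± 17.6 CPM (SD, n = 3) in wild type and 9.54 ± 2.25 CPM in SHMT, and run at 41.3 ± 14.0 and 9.60 ± 1.07 CPM. Of 7 segment polarity and later patterning genes 6 were lower and 0 higher (6 lower adjusted over the list alone, median −2.01), and of 10 gap genes 5 were lower and 0 higher (5 lower adjusted over the list alone, median −1.16), among them btd with 26.9 ± 7.32 and 9.52 ± 3.29 CPM. Of 12 dorsoventral genes 4 were lower (3 adjusted over the list alone). In sums over a list SHMT replicate 3 lay nearest to wild type. The gap list summed to 773, 704 and 1331 CPM in SHMT replicates 1 to 3 and to 1335 to 1781 CPM in wild type. The dorsoventral list summed to 1236, 1165 and 1517 CPM in SHMT, the last within the wild-type range of 1461 to 1804 CPM. In the other direction, 9 of 16 genes for the DNA damage checkpoint and repair were higher and 0 lower (9 higher adjusted over the list alone), among them Irbp, which encodes Ku70, with 4.32 ± 0.328 CPM in wild type and 15.5 ± 4.15 CPM in SHMT, and mus309, which encodes the Bloom syndrome helicase, with 9.57 ± 1.74 and 30.6 ± 8.44 CPM. Genes for ribosomal proteins were lower by a small amount, 55 of 81 (66 adjusted over the list alone, median −0.23, which shrinks to −0.01 with library sizes alone). Among them RpLP0 stood at 2116 ± 237 CPM in wild type and 1038 ± 205 CPM in SHMT. Against the other genes (camera, preset correlation 0.01) the adjusted p was 0.00560 for the pair-rule list, 0.0104 for the segment polarity list, 0.0104 for the gap list, 0.0139 for the dorsoventral list, 0.0139 for the DNA damage list and 3.31e-10 for the ribosomal list. Each of these 6 lists lost the call with an estimated correlation (adjusted p = 0.558 with an estimated correlation for each). These values belong to the 1.5–2.5 hr collection if the stage labels are exchanged. At the 1.5–2.5 hr label 0 of these patterning and DNA damage genes passed in edgeR. Irbp and mus309 were more abundant there, with 122.5 ± 10.9 and 172.4 ± 5.68 CPM in wild type and 121.1 ± 2.30 and 170.5 ± 5.64 CPM in SHMT. There the unadjusted p was under 0.05 for 1 pair-rule and 1 segment polarity gene, and DESeq2 called 1 pair-rule and 1 gap gene.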

The set includes genes with moderate expression in SHMT mutants but no or low expression in wild-type embryos, *e.g.*, the glutathione transferase GSTD3 and vice versa. 

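GstD3 was nearly silent in wild type at both stage labels, with 12 and 17 counts over 3 libraries. In SHMT it stood at 1.24 ± 0.414 CPM (SD, n = 3) in the libraries labelled 0–1 hr and at 42.8 ± 4.87 CPM in those labelled 1.5–2.5 hr. The log2 difference from wild type was 8.12 (SE 0.43, adjusted p = 3.44e-07 from edgeR) at the 1.5–2.5 hr label. At the 0–1 hr label it was 2.74 (adjusted p = 0.00193), and 5.34 (adjusted p = 1.59e-04) without replicate 1 of the wild type, which held most of the wild-type counts at 0.417 CPM. Several other genes for glutathione transferases, which couple glutathione to xenobiotics and oxidized lipids, were also higher in SHMT. The list of 9 tested genes holds GstD3 itself and GstE6 of the NanoString set, so its counts and its list test include both. At the 0–1 hr label 7 of 9 were higher and 1 lower (7 and 1 adjusted over the list alone), among them GstE8 with 4.68 ± 0.350 CPM in wild type and 28.4 ± 2.66 CPM in SHMT and GstD9 with 40.4 ± 5.23 and 99.0 ± 18.3 CPM, while GstS1 was lower, with 591 ± 23.1 and 379.8 ± 30.2 CPM. At the 1.5–2.5 hr label 5 were higher and 0 lower (6 and 1 adjusted over the list alone), among them GstD9 with 16.5 ± 1.81 and 43.8 ± 1.51 CPM and GstE9 with 0.912 ± 0.172 and 2.40 ± 0.339 CPM. The list's adjusted p was 2.98e-07 at that label (camera, adjusted p = 0.0712 with an estimated correlation) and 0.0583 at the other. All 21 genes of the list, tested or not, summed to 763 to 798 CPM in wild type and 691 to 710 CPM in SHMT at the 0–1 hr label. At the 1.5–2.5 hr label they summed to 839 to 953 and 1149 to 1292 CPM. The GstD genes are near copies of each other, so reads may be split among them. Of genes expressed in wild type and nearly silent in SHMT, the phosphodiesterase gene Pde9 stood at 4.23 ± 1.24 CPM in wild type and 0.235 ± 0.130 CPM in SHMT at the 0–1 hr label, CG17928 at 3.37 ± 0.695 and 0.0792 ± 0.0240 CPM and CG13928 at 9.43 ± 1.41 and 0.430 ± 0.178 CPM. pyd3, which encodes an enzyme of pyrimidine breakdown, was lower in SHMT, with 28.8 ± 4.05 and 3.33 ± 1.64 CPM at this label.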

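pn encodes the phosphoesterase Prune of the eye pigment pathway and lies on the X chromosome. In the libraries labelled 0–1 hr it stood at 50.1 ± 7.44 CPM (SD, n = 3) in wild type and 1.45 ± 0.293 CPM in SHMT. At the 1.5–2.5 hr label it stood at 40.6 ± 1.84 and 3.58 ± 0.374 CPM. The log2 differences were −5.10 (SE 0.17, adjusted p = 1.02e-08 from edgeR) and −3.50 (SE 0.15, adjusted p = 1.45e-07), and each SHMT library lay below every wild-type library of its label.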

The higher expression of *pn* in wild-type as compared to *SHMT* mutants served as a positive control, as the *SHMT* chromosome was marked with *pn*. Consistent with the nonautonomous function of *SHMT*, these data indicate that eggs from *SHMT* germline clones are almost like wild-type with respect to maternal RNAs. In contrast, > 214 genes had fourfold different expression levels in 1.5–2.5 hr embryos (Figure 7D and Table S1 in File S1). 

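Of maternal RNAs of the early embryo, more passed between the genotypes at the label where they were scarce than where they were abundant. In the libraries labelled 1.5–2.5 hr, 0 of 25 such genes passed in edgeR (0 adjusted over the list alone, 4 at an unadjusted p under 0.05 and 1 in DESeq2). There the germ plasm gene vas stood at 234 ± 17.3 CPM (SD, n = 3) in wild type and 268 ± 13.7 CPM in SHMT, gcl at 356 ± 8.90 and 283 ± 3.64 CPM and swa, needed to place bicoid RNA, at 515 ± 26.6 and 433 ± 8.95 CPM. The posterior determinant osk stood at 1008 ± 77.9 CPM in wild type and 571 ± 107 CPM in SHMT, every SHMT library below every wild-type library. Its p uses a spread over all 12 libraries, with 17.05 to 85.14 CPM in SHMT at the 0–1 hr label. The 0 thus does not show that the levels were equal. In the libraries labelled 0–1 hr, 14 of the 25 were higher in SHMT and 1 lower (14 and 1 adjusted over the list alone). Here vas stood at 9.79 ± 1.44 and 37.6 ± 9.76 CPM, gcl at 86.4 ± 10.4 and 224 ± 51.7 CPM, swa at 46.6 ± 9.56 and 125 ± 25.6 CPM, and osk at 13.7 ± 2.13 and 56.6 ± 35.3 CPM. The 25 genes summed to 4508, 4850 and 5372 CPM in the wild-type replicates 1 to 3 with this label and to 6720, 7185 and 5316 CPM in those of SHMT, so SHMT replicate 3 lay within the wild-type range. Of 12 germ plasm genes, some of them in both lists, 7 were higher and 0 lower at the 0–1 hr label (7 adjusted over the list alone, camera adjusted p = 0.104), and 0 passed at the other (2 at an unadjusted p under 0.05 and 0 in DESeq2). At the 0–1 hr label their sum in SHMT replicate 3, 2444 CPM, also lay within the wild-type range of 2076 to 2483 CPM, and replicates 1 and 2 held 3112 and 3553 CPM. Of the 6 maternal genes that the study chose for NanoString, which are not independent evidence, GstE6 alone passed at the 1.5–2.5 hr label (1 adjusted over the list alone), with 28.6 ± 7.78 CPM in wild type and 70.0 ± 6.39 CPM in SHMT. GstE6 and the glycolysis gene Tpi were higher at the 0–1 hr label (2 adjusted over the list alone), Tpi with 2.17 ± 0.306 and 5.46 ± 3.41 CPM, a call lost without SHMT replicate 3 (adjusted p = 0.0828) or wild-type replicate 1 (0.0594). The list of 25 had a camera adjusted p of 0.0104 at the 0–1 hr label (adjusted p = 0.558 with an estimated correlation). At any fold, 2262 genes were higher and 1779 lower in SHMT in the libraries labelled 0–1 hr, and 195 and 285 in those labelled 1.5–2.5 hr. The smaller numbers belong to the 0–1 hr collection if the stage labels are exchanged.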

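In the libraries labelled 1.5–2.5 hr, 45 genes were over 4-fold higher and 36 over 4-fold lower in SHMT. The death ligand gene egr was lower in SHMT at this label, with 5.69 ± 0.476 CPM (SD, n = 3) in wild type and 1.29 ± 0.161 CPM in SHMT, and so was Nc, which encodes the initiator caspase Dronc, with 137 ± 1.59 and 91.7 ± 7.16 CPM. With the cell death activator rpr they were the 3 lower genes of 13 for p53 targets and apoptosis, of which 0 were higher (3 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.153). rpr stood at 0.626 ± 0.400 and 0.0772 ± 0.0710 CPM, and its call was lost without replicate 1 of the wild type (adjusted p = 0.0559) or replicate 1 or 3 of SHMT (0.0755 and 0.0833). If the stage labels are exchanged, the 1.5–2.5 hr collection has the 186 higher and 95 lower genes of the 0–1 hr label, where several metabolic and stress groups moved in part. Of 21 DNA replication genes 11 were higher in SHMT and 6 lower (11 and 6 adjusted over the list alone). The sum over this list ran the other way, with 3690 to 4140 CPM in wild type and 2874 to 3339 CPM in SHMT. RpA-70, for the single-strand DNA binding protein, stood at 5.88 ± 0.497 CPM in wild type and 31.4 ± 12.5 CPM in SHMT, the helicase subunit gene Mcm2 at 27.9 ± 1.24 and 91.8 ± 6.75 CPM, and the origin recognition gene Orc1, which was lower, at 389.8 ± 112 and 101 ± 12.3 CPM. Of 15 genes for one-carbon, serine and glycine metabolism 6 were higher and 2 lower (6 and 2 adjusted over the list alone). Here too the list sum was lower in SHMT, with 2931 to 3015 CPM in wild type and 2539 to 2716 CPM in SHMT. The serine synthesis genes CG6287 and CG11899 stood at 9.79 ± 1.32 and 6.71 ± 0.573 CPM in wild type and at 43.6 ± 6.05 and 14.7 ± 1.45 CPM in SHMT, and ppl, of the glycine cleavage system, at 2.64 ± 0.468 and 7.96 ± 1.88 CPM. Of 9 heat shock genes 4 were higher and 2 lower (4 and 2 adjusted over the list alone), with the chaperone genes Hsp27 at 57.5 ± 13.3 and 276 ± 60.4 CPM and DnaJ-1 at 28.3 ± 3.64 and 112 ± 46.8 CPM. Of 13 oxidative stress genes 6 were higher and 3 lower, of 13 glycolysis genes 7 and 2, and of 16 cytochrome P450 genes 7 and 1 (adjusted over the list alone 6 and 3, 7 and 2, and 6 and 1). Among them cnc, for the oxidative stress regulator Nrf2, stood at 20.3 ± 1.96 CPM in wild type and 66.7 ± 22.3 CPM in SHMT, Gclc, for an enzyme of glutathione synthesis, at 2.27 ± 0.522 and 6.36 ± 1.15 CPM and the hexokinase gene Hex-A at 19.3 ± 5.38 and 58.4 ± 15.1 CPM. The genes named from these lists as higher in SHMT were more abundant at the 1.5–2.5 hr label and nearer between the genotypes there. Hsp27 stood there at 1298 ± 46.3 and 1300 ± 95.6 CPM, RpA-70 at 405 ± 17.6 and 418 ± 14.5 CPM and cnc at 383 ± 14.3 and 355 ± 20.8 CPM. The 802 RNAs over 16-fold higher at that label in wild type had a median genotype log2 difference of 1.15 at the 0–1 hr label. As sets these 6 lists did not stand apart from the other genes (camera adjusted p from 0.120 for cytochrome P450 to 0.438 for DNA replication).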

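In wild type, Tgt, which encodes a tRNA-guanine transglycosylase, CG15047, the growth factor gene Pvf1, the maternal gamma-tubulin gene gammaTub37C, CG3626 and the transcription factor gene Usf were abundant in the libraries labelled 1.5–2.5 hr and scarce in those labelled 0–1 hr. In SHMT they were abundant at both labels. Tgt stood at 27.4 ± 3.45 CPM (SD, n = 3) in the wild-type libraries labelled 1.5–2.5 hr and 1.18 ± 0.316 CPM in those labelled 0–1 hr, and in SHMT at 25.9 ± 4.79 and 22.2 ± 5.13 CPM. gammaTub37C stood at 116 ± 15.4 and 6.62 ± 1.88 CPM in wild type and at 144 ± 18.0 and 98.1 ± 34.3 CPM in SHMT, and Pvf1 at 64.8 ± 0.269 and 5.67 ± 1.58 CPM and at 58.8 ± 3.86 and 92.5 ± 8.45 CPM. At the 0–1 hr label the log2 difference of SHMT from wild type was 4.36 for CG3626 (SE 0.17, adjusted p = 2.46e-08 from edgeR) and 3.45 for Usf (SE 0.16, adjusted p = 5.13e-08), and CG15047 stood at 0.411 ± 0.329 CPM in wild type and 45.0 ± 2.19 CPM in SHMT. The cell cycle genes stg, for a Cdc25 phosphatase, and rux, for the Cdk inhibitor Roughex, stood at 23.1 ± 4.62 and 1.13 ± 0.237 CPM in wild type and at 155 ± 33.9 and 7.43 ± 1.32 CPM in SHMT at this label.

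**Figure D2:**
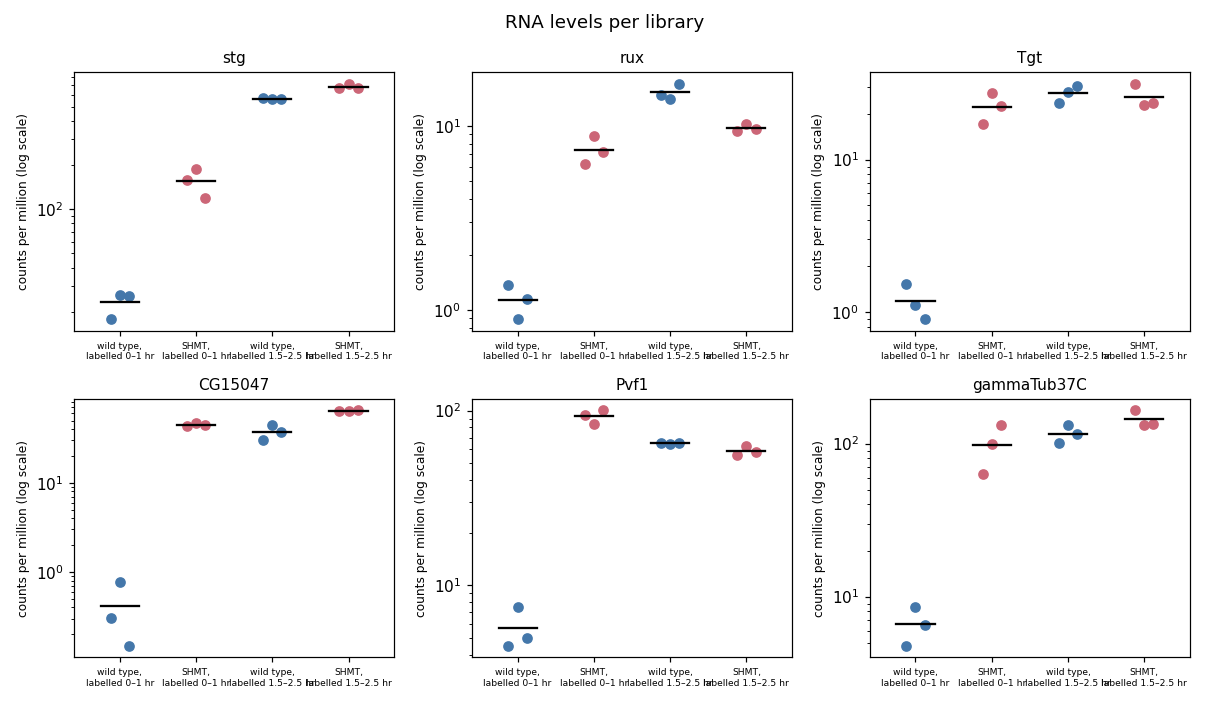
Level of stg, rux, Tgt, CG15047, Pvf1 and gammaTub37C in each of the 12 libraries, in CPM on a log axis, by genotype and stage label. Each point is 1 library and the black line is the mean of 3. In the libraries labelled 0–1 hr every SHMT point lies above every wild-type point, while in those labelled 1.5–2.5 hr the means of Tgt are 27.4 CPM in wild type and 25.9 CPM in SHMT.

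Of the 186 genes over 4-fold higher in SHMT at the 0–1 hr label, 110 were over 16-fold higher at the 1.5–2.5 hr label than at the 0–1 hr label in wild type, where independent lists would share 21.7, and 147 were over 4-fold higher (52.2 for independent lists), overlaps chosen after seeing the data. With the labels as deposited, the corresponding set, higher in SHMT at the 1.5–2.5 hr label and over 16-fold lower there than at the 0–1 hr label in wild type, held 3 genes, CG6915, CG6954 and CG8965, chosen after their values were seen, and 6 at 4-fold. Of these CG6954 lost the call at the 1.5–2.5 hr label without SHMT replicate 3 or wild-type replicate 2 or 3, and CG8965 without any of the 6 libraries of that label (adjusted p up to 0.0708 and 0.126, without replicate 3 of the wild type). The comparisons share the wild-type libraries, so part of the excess may come from them. In 20 simulations with neither a genotype nor a stage effect, where no gene is expected to pass, the overlaps were 0, which does not measure that part. The covariance of the genotype and stage differences was 0.0303 on average there, against 1.55 observed (correlation 0.509 and 0.605). Genes were drawn independently in the simulations, whereas a library's mix of stages can shift many genes together. The part from shared libraries may therefore be larger in the data than 0.0303.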

On the one hand, this set contains many transcripts that are normally degraded but were more stable in *SHMT* mutants. On the other, some genes were not expressed in *SHMT* mutants but moderately in wild-type embryos, similar to the positive control *pn*. 

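Of the 95 genes over 4-fold lower in SHMT in the libraries labelled 0–1 hr, 53 were over 16-fold higher at that label than at the 1.5–2.5 hr label in wild type (4.47 for independent lists), which belongs to the 1.5–2.5 hr collection only if the stage labels are exchanged. Of the 36 genes over 4-fold lower in SHMT in the libraries labelled 1.5–2.5 hr, 1 was over 16-fold (1.69 for independent lists) and 6 over 4-fold (2.07) higher at the 0–1 hr label in wild type. A further 2 of the 36 were over 16-fold higher at the 1.5–2.5 hr label (4.19 for independent lists), the set that the labels as deposited give. These overlaps were chosen after seeing the data. The comparisons behind each overlap share wild-type libraries, which the numbers for independent lists leave out. Part of the excess may come from them. lea and robo, which encode receptors for the guidance cue Slit, stood at 48.0 ± 19.4 and 41.8 ± 11.0 CPM (SD, n = 3) in wild type and at 7.89 ± 1.50 and 10.4 ± 2.15 CPM in SHMT. nkd, an inhibitor of Wingless signalling, stood at 7.50 ± 4.93 and 0.594 ± 0.0730 CPM, and the pair-rule gene opa at 8.08 ± 10.7 and 0.387 ± 0.140 CPM, with most of its wild-type reads in replicate 1 (20.4 CPM). Other genes were low in SHMT at the 0–1 hr label and nearer to wild type at the other. Trs23, of the TRAPP complex for vesicle tethering, stood at 16.9 ± 0.840 CPM in wild type and 1.57 ± 0.0755 CPM in SHMT at the 0–1 hr label and at 21.0 ± 2.15 and 20.7 ± 1.57 CPM at the 1.5–2.5 hr label. CG16700 stood at 3.71 ± 0.461 and 0.142 ± 0.0392 CPM at the 0–1 hr label and was lower in SHMT at the other too, with 3.76 ± 0.198 and 1.65 ± 0.385 CPM (log2 difference −1.20, adjusted p = 0.00334). Mlc2, a muscle myosin light chain gene, stood at 2.98 ± 0.470 and 0.0804 ± 0.0291 CPM at the 0–1 hr label, and at the other at 1.09 ± 0.294 CPM in wild type and 1.35, 0.127 and 0.700 CPM in SHMT replicates 1 to 3. The log2 differences at the 0–1 hr label were −3.43 for Trs23 (SE 0.13, adjusted p = 2.46e-08 from edgeR), −4.64 for CG16700 (SE 0.30, adjusted p = 5.62e-07) and −2.61 for lea (SE 0.34, adjusted p = 7.45e-05).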

The differences were not due to generally impaired transcription in *SHMT* mutants, since we detected strong changes in both directions, *i.e.*, up- and downregulation.

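Genes changed in both directions at both labels. Of the genes over 4-fold different, 66.2% were higher in SHMT at the 0–1 hr label and 55.6% at the 1.5–2.5 hr label. With library sizes alone in place of TMM the split at the 0–1 hr label was 279 higher and 73 lower, or 79.3% higher. Among genes of everyday cell functions at the 0–1 hr label, 1 of 13 genes for mitochondrial respiration was higher and 6 were lower (1 and 6 adjusted over the list alone, edgeR), 2 of 19 for purine and pyrimidine synthesis were higher and 8 lower (2 and 7 adjusted over the list alone), and 1 of 7 for the integrated stress response was higher and 2 were lower (1 and 2 adjusted over the list alone). Of 6 dosage compensation genes 3 were lower and 0 higher (3 lower adjusted over the list alone), among them msl-2 with 66.2 ± 28.3 CPM (SD, n = 3) in wild type and 18.7 ± 6.63 CPM in SHMT. Of 8 sex determination and counting genes, which include msl-2, 3 were lower and 0 higher (3 lower adjusted over the list alone). Their sum of 739 CPM in SHMT replicate 3 lay within the wild-type range of 516 to 810 CPM. The camera adjusted p was 0.0780 for mitochondrial respiration, 0.249 for purine and pyrimidine synthesis, 0.816 for the integrated stress response, 0.0686 for dosage compensation and 0.249 for sex determination.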

The onset of zygotic gene expression and the degradation of maternal RNAs are two important changes in transcript levels during the blastoderm stage. 

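The maternal RNAs cort, for a meiotic adaptor of the anaphase-promoting complex, exu, for a bicoid RNA localization factor, and Cyp6a19, for a cytochrome P450, did not pass between the genotypes at either label (adjusted p from 0.193 to 0.870 in edgeR). Cyp6a19 stood at 1.41 ± 0.431 CPM (SD, n = 3) in the wild-type libraries labelled 0–1 hr and 331 ± 52.6 CPM in those labelled 1.5–2.5 hr, and at 1.59 ± 0.854 and 307 ± 53.6 CPM in SHMT. exu rose from the 0–1 hr to the 1.5–2.5 hr label by a log2 difference of 5.21 in wild type and 4.65 in SHMT (SE 0.22 and 0.21, adjusted p = 4.98e-10 and 2.06e-09 from edgeR), and cort by 5.83 and 5.59. BicC, for an RNA-binding protein, stood at 12.5 ± 1.51 and 1357 ± 168 CPM in wild type and 8.77 ± 2.36 and 1515 ± 230.3 CPM in SHMT. Other RNAs changed less in SHMT, among them aret, for the translational repressor Bruno, by 5.68 in wild type and 4.27 in SHMT, the meiotic kinase gene mos by 6.78 and 5.20 and CG6927 by 8.42 and 5.99. In the direction that the labels give for loss of RNA, higher at the 0–1 hr label, 324 genes passed at over 16-fold in wild type and 275 in SHMT, with 270 shared (12.9 for independent lists). With the stage labels exchanged, 802 and 377 genes passed, with 338 shared (43.9 for independent lists). Of 25 maternal RNAs, 20 were higher and 3 lower at the 1.5–2.5 hr label in wild type, and 21 and 3 in SHMT (the same numbers adjusted over the list alone). The camera adjusted p was 0.00381 and 0.00192 (adjusted p = 0.494 and 0.554 with an estimated correlation).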

The set of the 819 transcripts subject to maternal degradation in wild-type embryos included the vast majority of the corresponding set (339 out of 372) in *SHMT* embryos (Figure 7D and Table S2 in File S1). 

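Of the 464 genes over 16-fold higher at the 1.5–2.5 hr label in wild type alone, 463 were higher there in SHMT too at an adjusted p under 0.05 from edgeR, 448 of them over 4-fold. The exception was Tgt, with a log2 change of 4.51 in wild type and 0.22 in SHMT (adjusted p = 0.304), chosen after its value was seen. The median log2 change of the 464 genes in SHMT was 3.22, a smaller change that follows in part from choosing genes over 16-fold in wild type alone. A direct test of the difference between the genotypes in the stage change (interaction in edgeR, adjusted p under 0.05) passed for 396 of the 464. It passed for 2649 of all 6884 genes tested. The same choice of genes raises the share among the 464. Of the 39 genes over 16-fold higher at that label in SHMT alone, 35 were higher there in wild type too, with a median of 3.51. The other 4 were GstD3, the adenylyl cyclase gene Ac76E, the neuropeptide precursor gene Nplp3 and CG4962, chosen after their values were seen. Ac76E had 1 count in the wild-type libraries of each label and 5 and 154 in SHMT. CG4962 and Nplp3 had under 5 counts in every group but the SHMT libraries labelled 1.5–2.5 hr, with 174 and 326 counts, most of them in replicate 3 (5.50 and 9.54 CPM).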

The majority of the genes in the sets specific for either wild-type or *SHMT* mutants were also subject to maternal degradation in the other genotype but to a lesser extent, below our arbitrary threshold of 16 ×. 

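The stage change of GstD3, from the 0–1 hr to the 1.5–2.5 hr label, was a log2 difference of −0.28 in wild type (SE 0.77, adjusted p = 0.730 from edgeR) and 5.10 in SHMT (SE 0.35, adjusted p = 4.06e-08). The SHMT libraries labelled 1.5–2.5 hr held 48.2, 41.5 and 38.8 CPM and those labelled 0–1 hr 0.809, 1.63 and 1.29 CPM. Wild-type replicates 1 to 3 held 0.110, 0.149 and 0.190 CPM at the 1.5–2.5 hr label and 0.417, 0.0558 and 0 CPM at the 0–1 hr label. The sign of the wild-type change thus rests on replicate 1 labelled 0–1 hr. The difference of the changes was 5.38 (adjusted p = 0.00171), and 2.78 (adjusted p = 0.287) without replicate 1 of the wild-type libraries labelled 0–1 hr. By the labels GstD3 RNA is higher in the later SHMT collection, and with the stage labels exchanged in the earlier. The second direction is the one the study gives. In SHMT 48 of 49 genes compared of its Table S2 have its sign with the labels exchanged, and 1 with the labels as deposited.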

The GstD3 gene falls out of this categorization, as it is not expressed in wild-type embryos but is subject to maternal degradation in *SHMT* mutants.

Out of the 235 zygotic genes with an at least 16-fold increase during the blastoderm stage in wild-type embryos, 208 genes showed also an at least 16 × increased expression in *SHMT* mutants (Figure 7D and Table S3 in File S1), indicating that activation of the zygotic genome is largely functional in *SHMT* mutants. 

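Zygotic RNAs differed strongly between the labels in both genotypes, and were the higher at the 0–1 hr label. The transcription factor genes SoxN and zen2 stood at 29.8 ± 16.2 and 45.8 ± 4.46 CPM (SD, n = 3) in the wild-type libraries labelled 0–1 hr and at 8 and 33 counts over the 3 libraries labelled 1.5–2.5 hr, and in SHMT at 8.34 ± 6.16 and 40.6 ± 7.57 CPM and 6 and 15 counts. The dorsal gene zen stood at 313 ± 29.4 and 2.01 ± 1.29 CPM in wild type and 219 ± 15.8 and 1.92 ± 1.58 CPM in SHMT, dpp, for a BMP ligand, at 33.2 ± 9.86 and 0.148 ± 0.0861 CPM and 18.1 ± 9.13 and 0.0984 ± 0.0592 CPM, and the gap gene kni at 174 ± 34.2 and 0.908 ± 1.01 CPM and 44.2 ± 17.4 and 0.330 ± 0.438 CPM. The proneural gene l(1)sc was higher in SHMT than in wild type at the 0–1 hr label, with 32.8 ± 10.9 and 15.7 ± 2.27 CPM. In both genotypes 12 of 12 zygotic NanoString genes, which the study chose, were higher at the 0–1 hr label, as were 10 of 10 gap, 7 of 7 segment polarity, 12 of 12 dorsoventral, 8 of 8 sex determination and 6 of 6 early cellularization genes (edgeR, the same numbers adjusted over the list alone). Of 9 pair-rule genes 9 were higher at that label in wild type and 8 in SHMT (the same adjusted over the list alone), opa being the other, with 24 and 3 counts over the SHMT libraries. The camera adjusted p ran from 0.00381 to 0.0299 for these lists in wild type (adjusted p = 0.494 with an estimated correlation) and from 0.00548 to 0.0828 in SHMT (adjusted p = 0.554 to 0.571 with an estimated correlation). At the 1.5–2.5 hr label many of these genes are near the floor, and replicate 2 of each genotype is the highest for SoxN, zen, zen2, dpp, kni and Z600, the last with 2.55, 7.21 and 0.353 CPM in the wild-type replicates 1 to 3. The stage change of the 12 NanoString genes differed between the genotypes for 0 (interaction in edgeR, 1 at an unadjusted p under 0.05 and 2 in DESeq2). The values near the floor enter the spread behind this test, so the 0 does not show that the changes were equal.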

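With the stage labels exchanged, 5 genes were over 16-fold higher at the 0–1 hr label in SHMT alone, HLHm7, Obp99a, egr, l(2)08717 and rpr, chosen after their values were seen. HLHm7, for a bHLH repressor of the Notch pathway, stood at 2.63 ± 0.782 CPM (SD, n = 3) in wild type and 13.8 ± 0.908 CPM in SHMT at the 0–1 hr label, and had 19 and 2 counts over the libraries labelled 1.5–2.5 hr. Obp99a, for an odorant binding protein, stood at 5.55 ± 0.838 and 7.61 ± 2.28 CPM at the 0–1 hr label, with 42 and 3 counts at the other. In wild type all 5 were also higher at the 0–1 hr label at an adjusted p under 0.05 from edgeR, by a median log2 difference of 3.58, among them egr with 45.2 ± 19.4 CPM and rpr with 7.51 ± 0.602 CPM there. With the labels as deposited the set of genes rising in SHMT alone holds the 39 genes higher at the 1.5–2.5 hr label.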

The three genes with specific zygotic induction in *SHMT* mutants were also induced in wild-type embryos but with a factor below our threshold. The 27 genes with specific zygotic induction in wild-type embryos were also induced in mutants, but to a lesser extent.

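With the stage labels exchanged, 54 genes were over 16-fold higher at the 0–1 hr label in wild type alone, and 45 of them were higher there in SHMT too at an adjusted p under 0.05 from edgeR. Their median log2 difference in SHMT was 3.17, a smaller one in part because the genes were chosen in wild type alone. The stage change differed between the genotypes for 31 of the 54 (interaction in edgeR, adjusted p under 0.05), against 2649 of all 6884 genes tested. The same choice of genes raises the share among the 54. CG6915, which holds part of the reads of CG43163, ran in the opposite direction, with 27.9 ± 12.9 CPM (SD, n = 3) at the 0–1 hr label and 0.406 ± 0.0330 CPM at the 1.5–2.5 hr label in wild type, and 5.01 ± 2.37 and 19.2 ± 8.40 CPM in SHMT. The Slit receptor gene robo and its ligand gene sli fell less in SHMT, by log2 differences of 6.19 in wild type and 3.78 in SHMT, and of 4.10 and 1.55, from the 0–1 hr to the 1.5–2.5 hr label. With the labels as deposited the set of wild type alone holds the 464 genes higher at the 1.5–2.5 hr label.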

*SHMT* embryos are characterized by impaired cellularization and precocious cell cycle pause. This might be due to failed expression of genes such as *slam* or Kinesin-1 (Acharya *et al.* 2014; Winkler *et al.* 2015), which are required for cellularization, or genes involved in the remodeling of the cell cycle during MBT, such as *twine*, *frs*, or *trbl*. 

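slam, which directs membrane growth at cellularization, stood at 5245 ± 1544 CPM (SD, n = 3) in wild type and 2436 ± 1237 CPM in SHMT in the libraries labelled 0–1 hr, and at 187 ± 20.1 and 165 ± 21.6 CPM in those labelled 1.5–2.5 hr. The single values were 6070, 3464 and 6201 CPM in the wild-type and 1661, 1784 and 3862 CPM in the SHMT replicates 1 to 3 labelled 0–1 hr. SHMT replicate 3 thus lay above wild-type replicate 2. The log2 difference of slam was −1.11 at the 0–1 hr label (SE 0.30, adjusted p = 0.00867 from edgeR) and −0.71 (adjusted p = 0.103) when both libraries with over 11% of reads outside genes were left out, an alternative chosen after seeing the data. The kinesin-1 heavy chain gene Khc stood at 198 ± 50.7 and 159 ± 36.3 CPM at the 0–1 hr label and 347 ± 13.7 and 374 ± 15.0 CPM at the 1.5–2.5 hr label, and the light chain gene Klc was higher in SHMT at the 0–1 hr label, with 15.4 ± 4.46 and 38.4 ± 8.52 CPM (log2 difference 1.33, adjusted p = 2.31e-04). twe, for a Cdc25 phosphatase, stood at 484 ± 39.0 and 545 ± 43.3 CPM at the 0–1 hr and 282 ± 8.05 and 275 ± 23.0 CPM at the 1.5–2.5 hr label, and Z600 (frs), for a cyclin inhibitor, at 617 ± 103 and 342 ± 74.6 CPM at the 0–1 hr label (adjusted p = 0.310 from edgeR). Each SHMT value of Z600 (283, 317 and 426 CPM) lay below every wild-type value (730, 589 and 531 CPM) there. Its p uses a spread estimated over all 12 libraries, with values near the floor, 0.353 to 7.21 CPM in wild type, at the other label. That p is thus no evidence that Z600 was unchanged. trbl, whose product lowers Cdc25, was lower in SHMT at the 0–1 hr label, with 350.4 ± 81.7 and 176 ± 57.2 CPM (log2 difference −0.99, adjusted p = 0.00214). Of 6 early zygotic cellularization genes slam and kuk, for a nuclear envelope protein, were lower in SHMT at the 0–1 hr label and 0 higher (2 and 0 adjusted over the list alone), kuk with 5620 ± 759 and 3493 ± 436 CPM. At the 1.5–2.5 hr label 0 passed (0 at an unadjusted p under 0.05 and 0 in DESeq2). Of 18 genes of the maternal cellularization machinery 4 were higher and 7 lower at the 0–1 hr label (4 and 7 adjusted over the list alone), and 0 passed at the other (4 at an unadjusted p under 0.05 and 2 in DESeq2). Of 27 cell cycle remodeling genes 13 were higher and 4 lower at the 0–1 hr label (13 and 5 adjusted over the list alone), and 0 and 1 at the other. The camera adjusted p of the 3 lists at the 0–1 hr label was 0.131, 0.133 and 0.133.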

In the list of zygotic genes expressed in wild-type embryos but not in *SHMT* mutants (Table S3 in File S1), we did not find genes with an assigned cellularization function. 

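slam is the 1 of 6 early cellularization genes among the 54 genes over 16-fold higher at the 0–1 hr label in wild type alone. From the 0–1 hr to the 1.5–2.5 hr label slam fell by a log2 difference of 4.81 in wild type and 3.88 in SHMT (SE 0.35 and 0.34, adjusted p = 4.82e-08 and 3.1e-07 from edgeR), and the changes differed by 0.93 (adjusted p = 0.104). The set holds 0 of 18 genes of the maternal machinery and 0 of 27 cell cycle genes.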

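Among the 464 genes over 16-fold higher at the 1.5–2.5 hr label in wild type alone are 3 of 18 genes of the maternal cellularization machinery, Amph, for the membrane-shaping protein Amphiphysin, cindr, for an actin adaptor of the cleavage furrow, and lva, for the Golgi protein Lava lamp. lva stood at 5.61 ± 0.549 CPM (SD, n = 3) at the 0–1 hr label and 115 ± 1.62 CPM at the 1.5–2.5 hr label in wild type, and at 13.9 ± 1.18 and 123 ± 9.39 CPM in SHMT. Amph stood at 3.46 ± 0.760 and 109.8 ± 5.35 CPM in wild type and 10.0 ± 4.13 and 106 ± 5.29 CPM in SHMT, and cindr at 6.45 ± 1.34 and 114 ± 1.03 and at 9.98 ± 2.84 and 114 ± 9.13 CPM. The set also holds 3 of 27 cell cycle genes, stg, Myt1, for an inhibitory kinase of Cdk1, and mei-41, for the checkpoint kinase ATR, with 1.62 ± 0.895 and 29.6 ± 2.61 CPM in wild type and 2.03 ± 0.826 and 31.5 ± 6.03 CPM in SHMT. These 6 were chosen after their values were seen. All 6 were over 4-fold higher at the 1.5–2.5 hr label in SHMT too, by log2 differences of 3.40 for Amph, 3.51 for cindr, 3.15 for lva, 2.14 for stg, 2.63 for Myt1 and 3.96 for mei-41 (edgeR). With the labels as deposited the corresponding set is that of the 54 genes, with slam.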

Correspondingly, no such candidate genes were found in the list of maternal genes (Table S2 in File S1). These data indicate that the observed cell cycle arrest phenotype and absent cellularization is not a simple consequence of failed expression of cellularization or a cell cycle gene, or impaired induction of zygotic gene expression, for example. 

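Several cell cycle genes changed less between the labels in SHMT than in wild type. From the 0–1 hr to the 1.5–2.5 hr label the log2 change of stg was 4.62 in wild type and smaller by 2.48 in SHMT (SE 0.23, adjusted p = 2.37e-05 from edgeR), that of Myt1 was 4.72 and smaller by 2.09 (adjusted p = 1.52e-04), and that of rap, for the APC activator Fzr, was 2.86 and smaller by 1.45 (adjusted p = 0.00104). rux rose by 3.72 in wild type and by 0.40 in SHMT, where it stood at 9.79 ± 0.434 CPM (SD, n = 3) at the 1.5–2.5 hr label, and the mitotic kinase gene aur by 1.39 and 0.55. In all, of 27 cell cycle genes 1 had a larger and 11 a smaller log2 change in SHMT (2 and 12 adjusted over the list alone, camera adjusted p = 0.220). Of 16 DNA damage genes 8 had a smaller change (9 adjusted over the list alone), of 25 maternal RNAs 11 a smaller and 1 a larger (the same adjusted over the list alone), and of 13 mitochondrial genes 5 a larger value (5 adjusted over the list alone). Each of these 3 lists had a camera adjusted p of 0.0264 (adjusted p = 0.680 with an estimated correlation). Of 81 ribosomal protein genes 28 had a larger value (23 adjusted over the list alone), with a camera adjusted p of 7.02e-13 (adjusted p = 0.680 with an estimated correlation) and a median of 0.26 that shrinks to 0.03 with library sizes alone. zip, for the myosin II heavy chain of the furrow, stood at 237 ± 32.2 CPM in wild type and 151 ± 11.8 CPM in SHMT at the 0–1 hr label and at 188 ± 6.82 and 209.9 ± 8.22 CPM at the other.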

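Over the 6884 genes tested, the stage changes in SHMT ran close to those in wild type, with a Pearson correlation of 0.951 and a Spearman correlation of 0.937. The 324 genes over 16-fold higher at the 0–1 hr label in wild type, the direction of the zygotic markers, had a median log2 change of −6.94 in wild type and −6.63 in SHMT from the 0–1 hr to the 1.5–2.5 hr label. The 802 genes over 16-fold higher at the 1.5–2.5 hr label, the direction of the maternal markers, had medians of 4.84 in wild type and 3.78 in SHMT. At the 0–1 hr label the median log2 difference of SHMT from wild type was −1.03 for the 324 genes and 1.15 for the 802, and at the 1.5–2.5 hr label −0.31 and −0.01. Both sets were chosen in wild type, which lowers their change in the other genotype.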

Taken together, our data from both methods, NanoString with selected genes and genome-wide RNAseq, indicate that activation of zygotic gene expression and control of maternal RNA degradation do not largely depend on *SHMT*.

### Stress response in SHMT mutants

The impaired nuclear export of a set of mRNAs is a stress response in early embryos. Exposure to UV light elicits a Chk2-dependent nuclear retention of *kuk* mRNA, for example (Iampietro *et al.* 2014). We stained *SHMT* mutant embryos for *kuk* mRNA by fluorescent *in situ* hybridization (Figure 8A). As is typical for early zygotic genes, one or two nuclear foci were detected that probably represent the sites of transcription. Otherwise, *kuk* mRNA was detected in the cytoplasm. In contrast to wild-type embryos, clear nucleoplasmic staining was detected in some but not all nuclei in *SHMT* mutants, similar to what has been reported for embryos after UV exposure. In addition to *kuk* mRNA, we found that *slam* mRNA was retained in the nucleoplasm in *SHMT* mutants (Figure 8B). *slam* mRNA normally colocalizes with Slam protein at the tip of the invaginating furrow (Wenzl *et al.* 2010). In *SHMT* mutants, a nucleoplasmic signal was detected in some but not all nuclei in addition to the cortical signal. These data suggest that a stress response was elicited in *SHMT* mutants.

**Figure 8:**
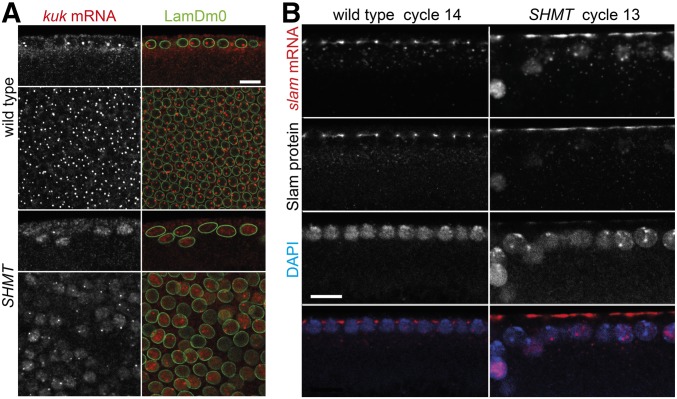
Nuclear retention of RNAs in *SHMT* mutants. Wild-type embryos and embryos from *SHMT*[X238] mutant germline clones fixed and stained for (A) *kuk* mRNA (gray/red) and LaminDm0 (green) or (B) *slam* mRNA (gray/red), Slam protein (gray), and diamidino-2-phenylindole (DAPI, gray/blue). Note that primary transcription sites in the nuclei are likely to be detected and *slam* mRNA colocalizes with Slam protein. Bar, 10 µm.

## Discussion

In genetic terms, *SHMT* serves a nonautonomous function. Clones of mutant cells proliferate when surrounded by wild-type cells, as investigated in leg and wing imaginal discs as well as the follicle epithelium. Similarly, mutant eggs grow in the environment of wild-type cells in the ovary. There are no indications that the SHMT protein itself is secreted from the cells. However, the metabolites that are dependent on SHMT are likely to cross the cell borders. Nonautonomy of essential metabolic enzymes has been reported previously, *e.g.*, the metabolite PAPS (Zhu *et al.* 2007).

SHMT is compartmentalized within cells. SHMT is present in mitochondria and the cytoplasm. This distinction is reflected by the presence of two separate genes in humans and mice (Anderson and Stover 2009; Anderson *et al.* 2011). *SHMT1* encodes the cytoplasmic isoform, *SHMT2*, the mitochondrial isoform. In *Drosophila*, a single gene encodes both isoforms. In addition to this mitochondrial–cytoplasmic compartmentalization, a third pool of SHMT may specifically act within the nucleus. Previous reports indicate that nuclear SHMT may be associated with the nuclear lamina and DNA replication complexes (Anderson *et al.* 2012). The nuclear pool of SHMT may be involved in local synthesis of thymine deoxynucleotides, which would be directly funneled into DNA synthesis. We observed nuclear staining of SHMT consistent with previous reports. Having a tractable genetic system with mutant and genomic rescue transgenes available, the relevance of the nuclear pool and lamina association of SHMT can now be investigated.

The developmental defect in embryos from *SHMT* germline clones appears to be very specific. Using several markers for chromatin, cell cycle, and cellular organization, we did not observe deviations from wild-type embryos prior to nuclear division cycle 13. According to our analysis, mitosis 12 was normal, including chromosome segregation, decondensation, centrosome duplication, and nuclear envelope reformation. This temporal specificity indicates that a single specific process becomes delayed or impaired in *SHMT* mutant embryos. As purines and dTTP are among the potential metabolites, DNA replication may be affected. In *SHMT* mutant embryos in interphase 13, incorporation of EdU was detected even in late stages, suggesting that DNA replication persists and is possibly delayed. A complete inhibition of DNA replication would cause a different phenotype. Inhibition of replication by aphidicolin does not arrest the centrosome cycle, for example (Raff and Glover 1988).

Impaired zygotic gene expression would lead to a different phenotype, *i.e.*, an additional nuclear division cycle (Foe *et al.* 1993; Sung *et al.* 2013). 

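In both directions, genes differed in their stage change. Of the 221 genes whose change from the 0–1 hr to the 1.5–2.5 hr label differed over 4-fold between the genotypes (interaction in edgeR, adjusted p under 0.05), 172 had the lower value in SHMT, among them Tgt, Pvf1 and stg, and 49 the higher, among them Trs23 and CG16700. Trs23 changed by a log2 difference of 0.31 in wild type and 3.71 in SHMT (SE 0.11 and 0.13), and Pvf1 by 3.53 and −0.65 (SE 0.16 and 0.14). At any fold 1807 genes had the lower and 842 the higher value in SHMT, or 31.8% higher. That share depends on the scaling, with 42.5% under relative log expression scaling (1229 higher and 1664 lower) and 13.6% with library sizes alone (404 and 2572). At over 4-fold the share was 22.2%, and 12.0% with library sizes alone (38 and 278). If the stage labels are exchanged, higher and lower change places in all of these counts.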

The changes in both directions also show that the phenotype is not a simple consequence of impaired maternal degradation. The conclusion that neither onset of zygotic transcription nor degradation of maternal RNAs are specifically affected is consistent with our analysis of representatives for early zygotic genes and RNAs subjected to maternal degradation by Nanostring analysis employing precisely staged embryos. A difficulty with the whole-genome analysis by RNAseq was staging of embryos. As larger amounts of material were required for the RNAseq method than for NanoString analysis, collection of embryos was conducted according to the time after egg lay. Thus, the 1 hr period (1.5–2.5 hr) that we used for collection included mutant embryos in late nuclear division cycles without morphological defects and embryos that already had severe morphological defects.

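Libraries of the same group differed in their mix of stage markers. The 12 zygotic NanoString genes summed to 3801, 3954 and 7114 CPM in SHMT replicates 1 to 3 labelled 0–1 hr, and to 415 to 483 CPM in all libraries labelled 1.5–2.5 hr. Genes of older embryos were few. Of 3 muscle genes tested 2 were lower and 0 higher in SHMT at the 0–1 hr label (2 lower adjusted over the list alone in edgeR), Mlc2 among them, and of 1 nervous system, 2 epidermis and 1 hemocyte, fat body and trachea gene 0 passed there (0 at an unadjusted p under 0.05 and 0 in DESeq2). The chitin synthase gene kkv, of the epidermis, stood at 0.367, 56.9 and 0.700 CPM in SHMT replicates 1 to 3 labelled 1.5–2.5 hr and at 0.222 ± 0.0413 CPM (SD, n = 3) in wild type there, so replicate 2 alone sets its SHMT mean. Replicate 3 held most of the CG4962 and Nplp3 reads of that group. A mean over 3 such collections is a mean over embryos of several cycles.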

The blastoderm phenotype of *SHMT* mutants is reminiscent of embryos, in which the synthesis of deoxynucleotides is suppressed by hydroxyurea, an inhibitor of the nucleotide diphosphate reductase (Broadie and Bate 1991). Embryos treated with hydroxyurea develop without apparent defects until nuclear division cycle 12 (Blythe and Wieschaus 2015b, our own observations). Similarly, *Xenopus* embryos, treated with hydroxyurea, develop rather normal until MBT and arrest their cell cycle after cleavage division 12 (Vastag *et al.* 2011). Given that hydroxyurea-treated and *SHMT* embryos share similarities in their phenotypes, purine or pyrimidine deoxynucleotides dGTP, dATP, dCTP, or dTTP may become limiting in *SHMT* mutant embryos in interphase 13. One or more dNTP may be present in insufficient amounts in interphase 13 in *SHMT* mutants, which may lead to a delay in DNA replication, induce DNA replication stress, and cause checkpoint activation. Alternatively, SAM and a SAM-dependent methylation reaction may be rate-limiting and cause or contribute to the observed phenotypes.

Whatever the rate-limiting metabolite is in *SHMT* mutants, the mutant phenotype reveals that SHMT-dependent metabolites are provided by the egg in amounts sufficient for normal early development until the last nuclear cycle, which roughly coincides with the MBT. At this stage, the zygote has to generate these SHMT-dependent metabolites on its own. Defining the relation of maternally derived and zygotically synthesized metabolites, and thus the transition from maternal to zygotic metabolites, will require a detailed analysis of metabolite content and metabolic fluxes of precisely staged embryos. Although the cell cycle arrest in hydroxyurea-treated and *SHMT* embryos coincides with MBT, any functional role of deoxynucleotide or SHMT-dependent metabolite levels in timing of MBT would be purely speculative. In a developmental metabolite analysis in *Xenopus* embryos, Vastag *et al.* (2011) observed varied dynamic changes of deoxynucleotide levels prior to MBT and discussed conceivable roles of metabolite levels in MBT. The *SHMT* mutant embryos presented in this study may serve to identify metabolites that become rate-limiting in *SHMT* embryos and help to address the question of whether specific metabolites are involved in controlling the timing of MBT, as speculated by Vastag *et al.* (2011). In studying the mechanism of MBT, it may be worthwhile to consider changes in metabolites and metabolism beside the well-established features, such as zygotic genome activation, chromosomal reorganization, morphological changes, and cell cycle switch.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.043133/-/DC1.

# Supplementary material for: Essential Function of the Serine Hydroxymethyl Transferase (SHMT) Gene During Rapid Syncytial Cell Cycles in Drosophila
**Source:** G3 (Bethesda). 2017 May 17;7(7):2305–14. doi: 10.1534/g3.117.043133
**Supplement:** Supplementary file 1

Supplemental data and material to:

F. Winkler, M. Kriebel, M. Clever, S. Gröning, J. Großhans. Essential function of the serine hydroxymethyl transferase (SHMT) gene during rapid syncytial cell cycles in *Drosophila*. Published in G3 (2017).

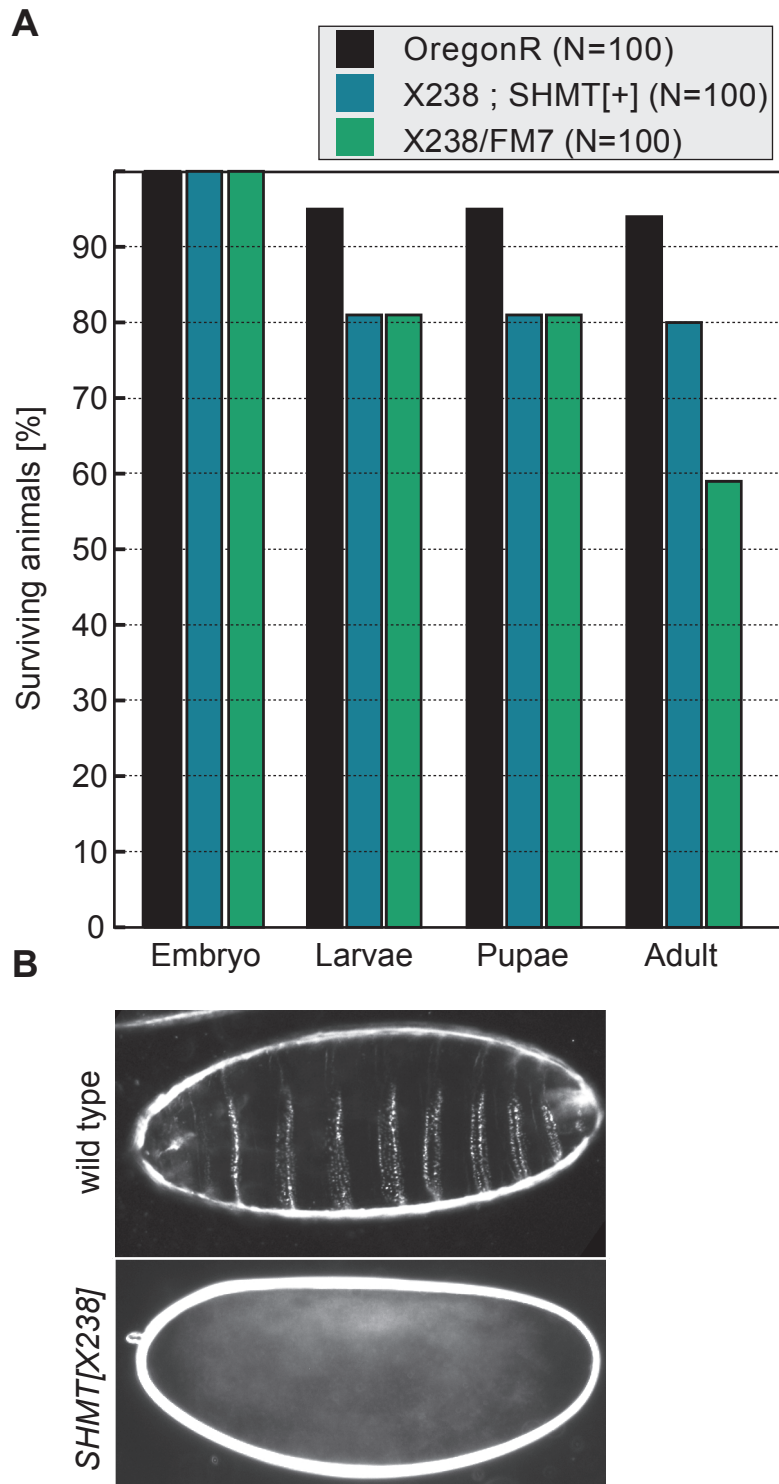

Supplemental data Figure S1: Mapping of the *SHMT*[X238] mutation. (A) The lethal phase of the *SHMT*[X238] mutation was determined by scoring the number of surviving animals as embryos, larvae, pupae or adult flies with indicated genotype. The experiment was started with each 100 eggs. Indicated is the number of animals from the previous stage. Note that the embryos in the *SHMT*[X238]/FM7 experiment were derived from heterozygous flies leading to three zygotic genotypes in a 1:2:1 were present. No *SHMT*[X238]/Y within the animals reaching adult stage. **(B)** Larval cuticle of wild type and embryo from *SHMT*[X238] germline clones. The cuticle phenotype was uniform in all embryos, and no zygotic rescue was observed in female embryos.

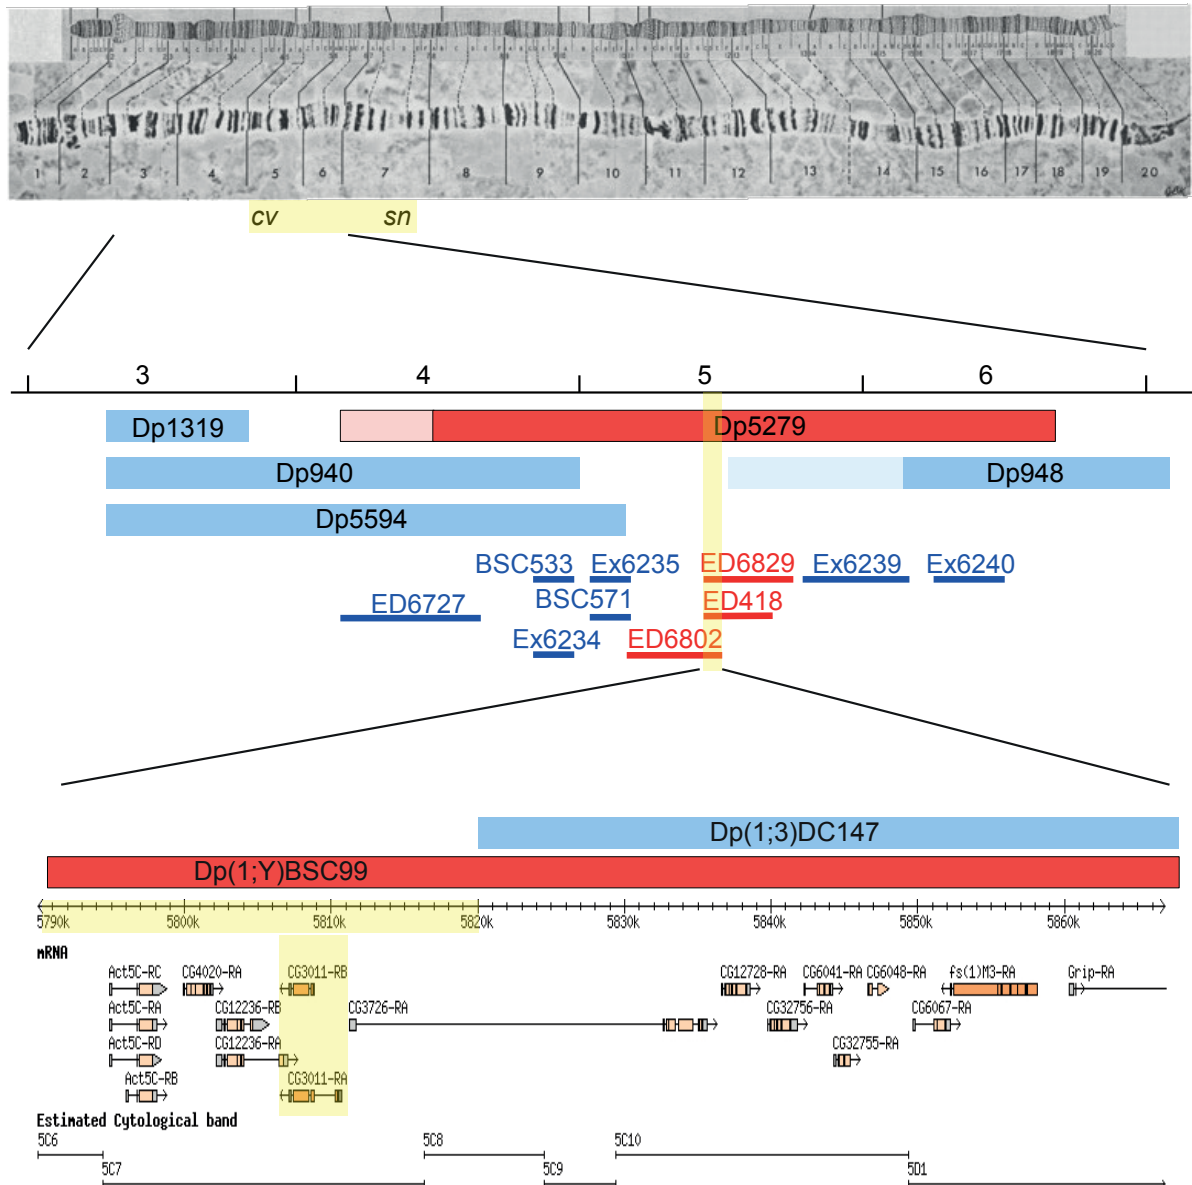

Supplemental data Figure S2: Mapping of the *SHMT*[X238] mutation. The lethality and germline clone phenotype of *SHMT*[X238] was mapped by meiotic recombination and complementation with duplications and deficiencies. Complementing duplications and non-complementing deficiencies are marked in red.

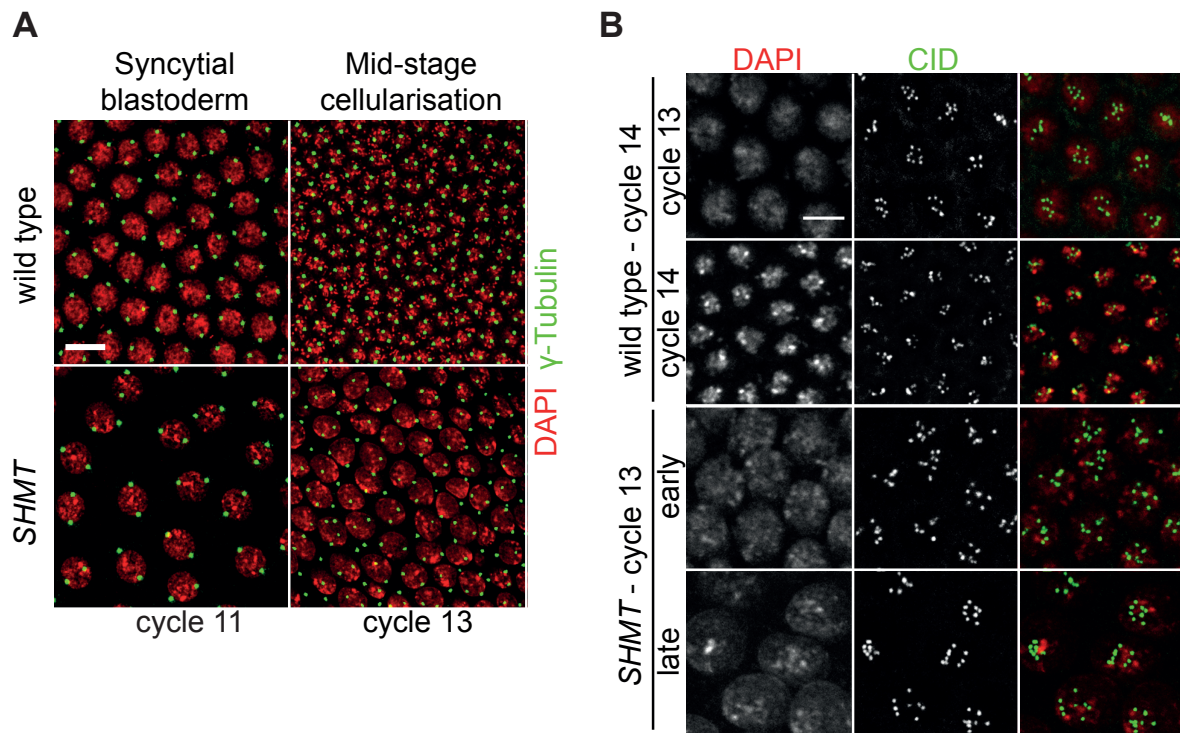

Supplemental data Figure S3: Cell cycle markers in *SHMT* mutants. Wild type embryos and embryos from *SHMT*[X238] mutant germline clones fixed and stained for **(A)** centrosomal marker γ -tubulin (green) and DAPI (red), **(B)** centromereal marker CID (grey/green), DAPI (grey/red). Scale bar 10 μ m.

Supplemental data Table S1: Differential gene expression in wild type embryos and embryos from *SHMT*[X238] germline clones in preblastoderm stage (0–1 h) and in blastoderm stage (1.5–2.5 h). Average of three biological replicates.

Table S1: Difference in gene expression between wild type and SHMT mutants

Genes selected by difference during preblastoderm stage

Gene Id	Name	Difference		Gene Id	Name	Difference	
		WT–SHMT (log2)				WT–SHMT (log2)	
		0–1 h	1.5–2.5 h			0–1 h	1.5–2.5 h
FBgn0034788	CG13532	–8.59	–7.73	FBgn0003312	sad	2.55	1.02
FBgn0010039	GstD3	–7.94	–2.91	FBgn0000071	Ama	2.59	1.82
FBgn0038412	Zip89B	–7.93	–7.78	FBgn0002543	lea	2.65	2.83
FBgn0263219	Dscam4	–7.82	–6.34	FBgn0040045	CR12460	2.74	2.79
FBgn0035287	CG13937	–7.77	–6.57	FBgn0000576	ems	2.81	2.09
FBgn0033395	Cyp4p2	–7.14	–5.91	FBgn0004102	oc	2.91	1.5
FBgn0052581	CG32581	–6.9	–7.45	FBgn0003463	sog	2.97	1.81
FBgn0036652	CG13032	–6.39	–7.43	FBgn0261648	salm	3.01	3.13
FBgn0001311	kkv	–6.11	–0.52	FBgn0037213	CG12581	3.05	1.07
FBgn0038419	CG14879	–5.9	–7.15	FBgn0050163	Cpr60D	3.13	1.46
FBgn0262719	CG43163	–5.02	2.58	FBgn0011706	rpr	3.16	0.35
FBgn0052017	CG32017	–4.41	–4.15	FBgn0005558	ey	3.17	3.34
FBgn0262104	CG42857	–4.02	–6.36	FBgn0000606	eve	3.53	2.81
FBgn0038395	CG10407	–3.82	–2.78	FBgn0042627	v(2)k05816	3.58	3.18
FBgn0053319	CR33319	–3.81	–3.55	FBgn0259171	Pde9	3.69	3.65
FBgn0022359	Sodh-2	–3.66	–4.03	FBgn0003116	pn	3.72	5.05
FBgn0262636	Lin29	–3.55	–1.27	FBgn0032235	CG5096	4.01	1.66
FBgn0035563	CG13716	–3.4	–2.17	FBgn0040373	CG3038	7.64	7.46
FBgn0029856	CG11700	–3.15	–2.63	FBgn0085382	CG34353	7.87	7.15
FBgn0035770	pst	–3.11	–3.53	FBgn0263416		9.1	7.91

Genes selected by difference during blastoderm stage (1.5–2h)

Gene Id	Name	Difference		Gene Id	Name	Difference	
		WT–SHMT (log2)				WT–SHMT (log2)	
		0–1 h	1.5–2.5 h			0–1 h	1.5–2.5 h
FBgn0034788	CG13532	–8.59	–7.73	FBgn0042627	v(2)k05816	3.58	3.18
FBgn0052581	CG32581	–6.9	–7.45	FBgn0029907	Atx-1	0.57	3.21
FBgn0036652	CG13032	–6.39	–7.43	FBgn0037513	pyd3	2.27	3.28
FBgn0038419	CG14879	–5.9	–7.15	FBgn0005558	ey	3.17	3.34
FBgn0035287	CG13937	–7.77	–6.57	FBgn0260861	Trs23	0.3	3.46
FBgn0030938	CG15047	–0.62	–6.5	FBgn0259171	Pde9	3.69	3.65
FBgn0262104	CG42857	–4.02	–6.36	FBgn0034606	ASPP	1.33	3.69
FBgn0263219	Dscam4	–7.82	–6.34	FBgn0031313	CG5080	1.68	3.69
FBgn0033395	Cyp4p2	–7.14	–5.91	FBgn0010473	tutl	0.68	3.77
FBgn0037518	CG2641	–2.51	–5.3	FBgn0034756	Cyp6d2	0.72	3.78
FBgn0029706	CG3626	–0.26	–4.23	FBgn0002945	nkd	1.33	4
FBgn0052017	CG32017	–4.41	–4.15	FBgn0085412	CG34383	2.05	4.13
FBgn0030964	Pvf1	0.37	–4.08	FBgn0030816	CG16700	1.49	4.16
FBgn0263589	CR43614	–0.25	–4.05	FBgn0003002	opa	0.89	4.28
FBgn0022359	Sodh-2	–3.66	–4.03	FBgn0003116	pn	3.72	5.05
FBgn0031321	Tgt	0.28	–3.87	FBgn0035246	CG13928	7.26	5.16
FBgn0010097	gammaTub	–0.13	–3.78	FBgn0033108	CG15236	1.57	6.44
FBgn0032031	CG13390	0.77	–3.7	FBgn0085382	CG34353	7.87	7.15
FBgn0053319	CR33319	–3.81	–3.55	FBgn0040373	CG3038	7.64	7.46
FBgn0035770	pst	–3.11	–3.53	FBgn0263416		9.1	7.91

Supplemental data Table S2: Maternal transcripts downregulated between preblastoderm (0–1 h) and blastoderm stage (1.5–2.5 h) in wild type embryos and embryos from *SHMT*[X238] embryos. Average of three biological replicates.

Table S2: Genes with differential maternal degradation

Genes with strong maternal degradation (N>4) in either wild type or SHMT mutants

Gene Id	Name	wild type		SHMT		Difference<br>WT–SHMT
		log2	p value	log2	p value	
FBgn0010039	GstD3	–0.15	9.1E–01	4.87	2.2E–73	–5.02
FBgn0011674	insc	1.42	2.1E–06	4.16	6.9E–19	–2.74
FBgn0030317	CG1561	2.22	7.2E–22	4.08	3.1E–29	–1.87
FBgn0026084	cib	2.61	5.8E–119	4.22	2.5E–214	–1.61
FBgn0015808	ScpX	2.66	1.7E–31	4.34	1.7E–42	–1.68
FBgn0001965	Sos	2.72	1.1E–15	4.28	6.7E–41	–1.55
FBgn0038872	Nelf-A	2.73	4.0E–21	4.36	3.2E–90	–1.63
FBgn0030968	CG7322	2.86	1.9E–14	4.89	8.9E–27	–2.03
FBgn0016754	sba	3.07	1.2E–33	4.74	3.2E–55	–1.67
FBgn0034853	Ice1	3.08	8.0E–22	4.04	7.0E–58	–0.96
FBgn0052529	Hers	3.14	2.4E–38	4.01	1.6E–41	–0.87
FBgn0250814	CG4169	3.15	2.4E–40	4.37	5.9E–32	–1.22
FBgn0263705	Myo10A	3.24	1.3E–10	4.03	2.8E–23	–0.79
FBgn0015513	mbc	3.26	3.8E–28	4.04	2.7E–150	–0.79
FBgn0026239	gukh	3.49	6.4E–44	4.17	4.6E–51	–0.68
FBgn0011225	jar	3.57	1.8E–65	4.27	1.1E–111	–0.70
FBgn0033698	CG8858	3.58	1.3E–87	4.33	1.4E–133	–0.75
FBgn0027948	msps	3.60	2.3E–77	4.24	1.0E–274	–0.65
FBgn0003464	sol	3.63	5.6E–53	4.17	1.0E–43	–0.54
FBgn0034963	Not11	3.66	2.9E–40	4.25	2.5E–41	–0.59
FBgn0031106	Syx16	3.68	2.9E–33	4.20	5.2E–31	–0.52
FBgn0032374	CG14931	3.73	2.8E–73	4.53	2.1E–81	–0.80
FBgn0034964	IntS1	3.73	2.3E–11	4.77	3.9E–99	–1.03
FBgn0262166	calypso	3.74	2.7E–23	4.11	4.1E–68	–0.37
FBgn0015277	Pi3K59F	3.76	3.9E–24	5.53	8.7E–23	–1.77
FBgn0260990	yata	3.83	4.9E–43	5.05	1.2E–67	–1.22
FBgn0005596	yem	3.86	1.9E–123	4.06	9.5E–153	–0.20
FBgn0032796	CG10188	3.88	1.9E–178	4.17	2.8E–147	–0.29
FBgn0259734	CG42388	3.89	9.0E–206	4.55	6.4E–283	–0.67
FBgn0025739	pon	3.90	2.8E–30	4.19	3.3E–24	–0.29
FBgn0030500	Ndc80	3.94	7.1E–92	4.34	5.2E–78	–0.40
FBgn0050493	CG30493	3.95	1.1E–22	4.01	3.8E–28	–0.06
FBgn0261797	Dhc64C	3.98	1.2E–134	4.01	7.6E–118	–0.04
FBgn0031321	Tgt	4.55	1.1E–55	0.42	7.5E–02	4.13
FBgn0003302	rux	4.25	1.7E–35	0.48	2.4E–02	3.78
FBgn0010097	gammaTub	4.26	1.4E–101	0.60	2.3E–02	3.66
FBgn0030938	CG15047	6.42	3.0E–48	0.61	2.5E–09	5.81
FBgn0016054	phr6-4	4.07	1.7E–129	0.99	7.0E–07	3.08
FBgn0013563	Pex1	4.37	7.2E–136	1.20	2.4E–09	3.17
FBgn0263589	CR43614	4.93	2.4E–19	1.25	2.3E–09	3.68
FBgn0029706	CG3626	5.38	9.0E–95	1.45	1.4E–17	3.93
FBgn0036770	Prestin	4.26	2.0E–149	1.60	8.6E–10	2.67
FBgn0030467	CG1764	4.04	1.3E–56	1.73	8.5E–16	2.32
FBgn0015229	glec	4.70	3.8E–156	1.73	9.3E–11	2.97
FBgn0033993	CG8089	4.22	2.5E–71	1.74	4.8E–10	2.48
FBgn0030805	wus	5.00	4.2E–150	1.82	5.4E–33	3.18
FBgn0032763	CG17568	4.17	1.4E–85	1.82	3.6E–12	2.34
FBgn0032029	CG17292	4.34	6.0E–96	1.85	1.7E–16	2.49
FBgn0030608	Lsd-2	4.57	0.0E+01	1.87	2.5E–11	2.70
FBgn0038575	CG7208	4.01	9.7E–195	1.87	1.1E–14	2.14
FBgn0050410	Rpi	4.13	3.6E–109	1.88	2.2E–22	2.26
FBgn0030740	CG9917	4.39	1.8E–248	1.88	4.4E–20	2.50
FBgn0033495		4.32	1.0E–144	1.91	2.9E–13	2.41

Supplemental data Table S3: Zygotic transcripts upregulated between preblastoderm (0–1 h) and blastoderm stage (1.5–2.5 h) in wild type embryos and embryos from *SHMT*[X238] embryos. Average of three biological replicates.

Table S3: Genes with differential zygotic induction

Genes with strong zygotic induction (N<–4) in either wild type or SHMT mutants						
Gene Id	Name	wild type		SHMT		Difference<br>WT–SHMT
		log2	p value	log2	p value	
FBgn0033108	CG15236	–7.11	2.2E–22	–2.90	6.8E–02	–4.21
FBgn0005631	robo	–6.45	6.2E–64	–3.88	9.4E–28	–2.57
FBgn0029907	Atx-1	–6.40	3.7E–27	–3.58	4.3E–06	–2.82
FBgn0263873	sick	–6.19	5.5E–18	–3.56	8.1E–09	–2.63
FBgn0002945	nkd	–6.15	2.5E–15	–3.14	2.8E–03	–3.00
FBgn0262719	CG43163	–5.73	4.5E–42	1.78	1.1E–06	–7.51
FBgn0259211	grh	–5.54	8.4E–33	–3.99	2.9E–14	–1.55
FBgn0052227	gogo	–5.39	8.5E–27	–2.83	5.4E–06	–2.57
FBgn0085412	CG34383	–5.39	5.8E–30	–3.09	7.3E–05	–2.30
FBgn0026061	Mipp1	–5.38	7.2E–19	–3.16	4.8E–10	–2.22
FBgn0002526	LanA	–5.33	2.9E–19	–3.59	9.5E–10	–1.74
FBgn0003002	opa	–5.29	8.8E–05	–2.43	1.5E–02	–2.86
FBgn0005616	Msl-2	–4.97	6.0E–50	–3.46	3.7E–23	–1.51
FBgn0001258	ImpL3	–4.91	1.1E–42	–3.37	1.0E–24	–1.53
FBgn0050431	CG30431	–4.88	2.4E–20	–3.56	3.0E–05	–1.32
FBgn0000542	ec	–4.86	1.3E–32	–3.56	4.1E–20	–1.29
FBgn0003715		–4.84	6.5E–25	–2.13	1.2E–09	–2.70
FBgn0028371	jbug	–4.82	3.5E–19	–3.36	5.7E–09	–1.46
FBgn0031717	Oscillin	–4.77	3.0E–28	–3.12	1.3E–17	–1.65
FBgn0043854	slam	–4.75	7.3E–118	–3.83	3.5E–36	–0.92
FBgn0034487	Efhc1.2	–4.69	1.3E–22	–3.68	1.9E–09	–1.01
FBgn0053555		–4.53	3.7E–49	–2.44	6.6E–18	–2.09
FBgn0004108	Nrt	–4.52	1.3E–226	–3.51	6.6E–43	–1.01
FBgn0039000		–4.51	1.2E–09	–0.33	3.1E–01	–4.19
FBgn0001234	Hsromega	–4.50	2.6E–17	–3.69	3.0E–16	–0.81
FBgn0026160	tna	–4.49	6.8E–18	–2.57	4.0E–09	–1.92
FBgn0050015	CG30015	–4.37	5.4E–34	–3.18	4.0E–49	–1.19
FBgn0000228	Bsg25D	–4.34	7.8E–231	–3.54	2.3E–81	–0.81
FBgn0015949	hrg	–4.26	5.5E–165	–3.70	2E–114	–0.56
FBgn0264089	sli	–4.05	1.9E–42	–1.43	2.9E–10	–2.62
FBgn0011706	rpr	–3.66	1.0E–16	–6.13	7.5E–17	2.47
FBgn0033483	egr	–2.94	1.9E–24	–4.37	1.0E–76	1.43
FBgn0010651	l(2)08717	–2.71	2.6E–11	–4.76	1.2E–18	2.05

Genes selected according to the difference in zygotic induction

Gene Id	Name	wild type		SHMT		Difference<br>WT–SHMT
		log2	p value	log2	p value	
FBgn0262719	CG43163	–5.73	4.5E–42	1.78	1.1E–06	–7.51
FBgn0033108	CG15236	–7.11	2.2E–22	–2.90	0.068	–4.21
FBgn0039000		–4.51	1.2E–09	–0.33	0.39	–4.19
FBgn0031879	uif	–7.62	8.0E–19	–4.04	4.3E–08	–3.58
FBgn0000477	DNasell	–7.49	1.E–17	–4.12	3.1E–06	–3.37
FBgn0010473	tutl	–7.86	1.2E–29	–4.57	5.8E–08	–3.29
FBgn0004878	cas	–7.80	9.9E–13	–4.57	4.0E–05	–3.23
FBgn0002945	nkd	–6.15	2.5E–15	–3.14	0.0028	–3.00

How the deposited data were processed for this re-analysis (not part of the article)

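RNA from OregonR embryos and from embryos of SHMT[X238] germline clones was sequenced for 2 collections, labelled 0–1 hr (preblastoderm) and 1.5–2.5 hr (late blastoderm), with 3 libraries in each of the 4 groups. The authors deposited 1 table of counts per library, the number of reads HTSeq assigned to each gene, after conversion with CASAVA 1.8.2 and alignment to the build dm3 with Bowtie2 2.1.0, as the submitters' processing notes name them. The deposited counts are whole numbers for 14161 gene symbols and 5 summary lines, which stayed out of library sizes and tests. Genotype and stage were taken from the sample labels. No annotation of dm3 was at hand. A table of the assembly Release 6 plus ISO1 MT served to match names and to place genes on chromosome arms, with 10669 symbols matched as current, 3235 by a single synonym and 257 not matched.

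From the counts, genes with a mean of at least 50 counts over the 3 replicates of at least 1 group were tested, 6884 in all. Library sizes were scaled by TMM, and CPM values use the scaled sizes. edgeR 4.0.16 with limma 3.58.1 (R 4.3.3) fitted a quasi-likelihood model to all 12 libraries with 4 group means, since the groups then share 1 estimate of the spread. SHMT was tested against wild type at each label, the labels against each other in each genotype, and the difference between these changes as an interaction. P-values were adjusted by Benjamini-Hochberg over all genes tested. A call is an adjusted p under 0.05 with over 4-fold (genotype and interaction) or over 16-fold (stage), after the study's thresholds. The study gives no level for the adjusted p. Gene lists, 34 in number, were tested against the other genes with camera at a preset correlation of 0.01, and members were also adjusted over their list alone. The X chromosome's share of calls was tested with Fisher's exact test.

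The genes named are those of the paper's text and NanoString sets, the 10 that rose and the 10 that fell most in each comparison among calls with a mean of at least 100 counts in the higher group, and up to 4 members of each list with the lowest adjusted p. Values of genes in Tables S1 to S3 had been seen in the paper. A gene outside that rule is said to be chosen after its values were seen.

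The alternatives tried were relative log expression (RLE) scaling, library sizes alone, DESeq2 1.42.0, no count minimum beyond 1 count, edgeR's filterByExpr, a minimum of 200 counts, an adjusted p under 0.01, a test against the fold threshold (glmTreat), only the 2 groups compared, the replicate number as a block, each library left out in turn, the stage labels exchanged in both genotypes, and for lists an estimated correlation and the fry test. Leaving out both libraries with over 11% of reads outside genes was added after seeing the data. The fit was tested on simulated counts with 200 changed genes. It called 99 to 100% of genes changed 6-fold or 16-fold between genotypes, 99 to 100% of those changed 24-fold or 64-fold between labels and 94 and 100% of those with a 6-fold and 16-fold interaction, among 6884 genes. The changed genes were drawn from those with at least 50 expected counts in the reference group. All other genes had the same mean in all 12 libraries, unlike the data. These shares therefore do not hold for genes near the floor in a group. Counting intervals and floors cover counting error only. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). The NanoString, imaging and nucleotide data of the paper were not analysed, since the deposited files hold the RNA-seq counts alone.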

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

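The comparisons with Tables S1 to S3, the test of a share of embryos and the test of the scaling were chosen after seeing the results, and those on the direction of the marker lists, on other splits of the libraries and on the genotype differences shared by the labels were not. The genes and counts of the first paragraphs, up to those on the markers, stand here because the stage change, labelled 1.5–2.5 hr minus labelled 0–1 hr, differs between the genotypes by a test of the difference itself (interaction in edgeR, adjusted p under 0.05). At any fold 2649 genes differ in this way, and 221 over 4-fold. Values below are log2 differences of the stage change, SHMT minus wild type, and with the stage labels exchanged they change sign.

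RNAs abundant at the 1.5–2.5 hr label had lower values in SHMT: CG15047 −6.03, Tgt −4.29, Pvf1 −4.18, CG3626 −3.87, gammaTub37C −3.59, Usf −3.38 and CG6927 −2.43. CG2641, most abundant at the 0–1 hr label in SHMT, had −2.38. Cell cycle genes and others with maternal RNA followed: rux −3.33, stg −2.48, Myt1 −2.09, rap −1.45, aur −0.84, osk −2.87, vas −1.75, gcl −1.71, swa −1.68, aret −1.40 and mos −1.58. So did genes for furrow and transport proteins, Amph −1.59, Klc −1.25 and lva −1.20, for DNA replication and repair, RpA-70 −2.37, Mcm2 −1.67, Orc4 −1.60, Irbp −1.85 and mus309 −1.70, for serine and glycine metabolism, CG6287 −1.97, ppl −1.66 and CG11899 −0.92, for glycolysis, Hex-A −1.75 and PyK −1.33, and for stress proteins, Hsp27 −2.26, DnaJ-1 −1.76, Trx-2 −1.89, cnc −1.82, Gclc −1.65 and GstE8 −1.92. Genes scarce at the 1.5–2.5 hr label had lower values in SHMT too, HLHm7 −5.03, Obp99a −3.73, rpr −2.52, l(1)sc −1.99, l(2)08717 −1.93 and egr −1.61. Higher values were found for CG6915 8.03, GstD3 5.38, Mlc2 4.50, CG6954 4.19, CG16700 3.44, Trs23 3.40 and CG8965 3.19, for patterning and dosage compensation genes, sli 2.55, robo 2.40 and msl-2 1.71, and for pn 1.60, Orc1 1.19, RpLP0 1.13, zip 0.81, Ef1alpha48D 0.76, kuk 0.47 and GstS1 0.43.

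Some of these values rest on single libraries. The call was lost for GstD3 without replicate 1 of the wild type labelled 0–1 hr (2.78, adjusted p = 0.287), for rpr without replicate 1 or 3 of SHMT labelled 1.5–2.5 hr (adjusted p = 0.0546 and 0.0654), for l(2)08717 without either of the same libraries or replicate 2 of the wild type of that label (0.0610, 0.0597 and 0.0632), and for l(1)sc and kuk without any of 8 and 6 libraries (up to 0.103 without replicate 2 of the wild type labelled 1.5–2.5 hr and 0.0682 without replicate 1 of SHMT labelled 0–1 hr). It was also lost for msl-2 without both libraries with over 11% of reads outside genes (adjusted p = 0.0576) and for kuk and GstS1 with library sizes alone (0.174 and 0.163). Values moved to −6.76 for CG15047 and −3.32 for CG2641 without replicate 2 of the wild type labelled 0–1 hr, to 3.27 for CG6954 without its replicate 1, to −4.36 for HLHm7 and −3.14 for Obp99a without replicate 1 of the wild type labelled 1.5–2.5 hr, and, without replicates of SHMT with that label, to 3.74 for Mlc2 (replicate 1), −3.58 for rpr (replicate 2) and −4.51 and −3.14 for Obp99a (replicates 2 and 3).

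Zygotic and maternal markers ran against the stage labels in both genotypes. The median log2 change of the zygotic NanoString list, labelled 1.5–2.5 hr minus labelled 0–1 hr, was −7.23 in wild type and that of the maternal list 5.52. The 0–1 h column of Table S1 lay a median of 0.344 log2 units from the values with the labels exchanged and 1.68 units from those with the labels as deposited (56 of 61 genes compared). Both results are what exchanged stage labels in the deposit would give. A cause in the embryos of both genotypes, with the deposited labels right, would leave the paper's tables with the signs that those labels give. Of 49 genes of Table S2 and 30 of Table S3, a share of 0.0127 has the table's sign in wild type with the labels as deposited and 0.987 with the labels exchanged, which goes against such a cause. In SHMT the values of Table S2 lay a median of 0.0677 log2 units from those with the labels exchanged and 8.09 from those as deposited. The paper's tables thus carry the exchanged assignment. An exchange would therefore lie in the deposited labels and not in the paper's tables, and how it arose is not known.

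The stage change was over 4-fold lower in SHMT for 172 genes with TMM and for 144 or more under the other scalings, so the scaling alone is an unlikely source. A share of embryos of the other collection in the SHMT libraries labelled 0–1 hr would leave the same share of every such RNA. The share was taken from the SHMT means above the wild-type mean at the 0–1 hr label. It is that excess at the 0–1 hr label over that excess at the 1.5–2.5 hr label. The wild-type remainder is left out, so this is not the share of the whole level kept. Among the RNAs over 16-fold higher at the 1.5–2.5 hr label in wild type, 120 changed over 4-fold less in SHMT. Their median share was 0.110, and that of the other 682 was 0.0322. With each SHMT library left out in turn when the RNAs were chosen, the shares in that library differed 2.74 to 4.02 times, which goes against a single share of such embryos. The test does not tell other causes apart, slower loss and a broader mix of stages among them. To speak of RNA kept or lost takes the stage labels as exchanged, since with the labels as deposited these RNAs rise with time. Tgt (0.853), CG15047 (0.695), gammaTub37C (0.666) and Usf (0.578), chosen after their values were seen, had shares over 0.5.

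Genotype differences were shared by the labels. Over the 314 genes called at either label, the log2 differences of SHMT from wild type at the 2 labels correlated at 0.648, and genes called at both lie on all 6 chromosome arms. This is what a difference in genetic background between OregonR and the mutant stock would give, and SHMT itself may also cause differences at both labels. No control with the background of the mutant stock is in the data, so the 2 cannot be told apart.

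Other splits of the 6 libraries of each comparison gave fewer calls than the real one, with 279 calls for the genotypes at the 0–1 hr label (at most 0 in 9 other splits), 80 at the 1.5–2.5 hr label (at most 4), 1186 between the labels in wild type (at most 0) and 651 in SHMT (at most 0). The real split was 1 of 10 in each, so its share cannot go under 0.05.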

How the results depend on the processing

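The overlap with the stage labels exchanged and the run without both libraries with over 11% of reads outside genes were chosen after seeing the data. Counts of calls stayed within 1.5 times with RLE scaling, library sizes alone, DESeq2, only the 2 groups compared and the replicate block. The genotype split was 186 higher and 95 lower in SHMT at the 0–1 hr label. In the order genotype difference at the 0–1 hr and 1.5–2.5 hr labels, shared by both, higher at the 0–1 hr label in wild type and SHMT, and shared by those, no count minimum gave 638, 190, 96, 1021, 619 and 505 calls, since more genes are tested. filterByExpr gave 152 genotype calls at the 1.5–2.5 hr label, 82 shared, and 523 and 428 higher at the 0–1 hr label in wild type and SHMT. A minimum of 200 counts gave 35 genotype calls at the 1.5–2.5 hr label, 24 shared and 209 higher at the 0–1 hr label in wild type. glmTreat, which asks for evidence of the fold itself, gave 65 and 32 genotype calls, 20 shared, 195 higher at the 1.5–2.5 hr label in SHMT and 179 in both genotypes. An adjusted p under 0.01 gave 1560 interactions at any fold. With the stage labels exchanged the genotype calls were 81 and 281 and the wild-type stage sets 802 and 324. RNAs higher in SHMT at the 1.5–2.5 hr label and lost in wild type were 3 at 16-fold and 6 at 4-fold, and 110 and 147 with the labels exchanged. The X chromosome held 19.8% of genotype calls over 4-fold at the 0–1 hr label against 17.5% of the genes not called (Fisher's exact p = 0.335), and 23.8% against 17.6% at the other (p = 0.182). At any fold it held 18.1% against 17.0% (Fisher's exact p = 0.257) and 21.1% against 17.4% (Fisher's exact p = 0.0447). None of the 4 tests passed after adjustment (adjusted p = 0.335 for the first 3 and 0.179 for the last). Of 140 list tests 40 passed, 0 with an estimated correlation and 90 with fry. Of 539 values of named genes 394 passed, 398 with RLE, 384 with library sizes alone and 405 with DESeq2, and 3 turned sign with library sizes alone, pn (0.22) and zip (0.19) between the labels in wild type and RpL32 (0.0133) between the genotypes at the 0–1 hr label. Except where said, the cause was not tested.

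Without 1 library at a time the genotype calls ran from 236 (without SHMT replicate 2 labelled 0–1 hr) to 351 (without replicate 3) at the 0–1 hr label and from 69 to 81 at the other, with 43 to 51 shared. The sets higher at the 0–1 hr label ran from 283 to 352 in wild type and 258 to 288 in SHMT, with 250 to 284 shared, and those higher at the 1.5–2.5 hr label from 786 to 845 and 338 to 421, with 306 to 384 shared. Interactions ran from 163 to 282 over 4-fold and from 2065 to 2971 at any fold, calls of named genes from 376 to 396 and list calls from 39 to 43. Without both libraries with over 11% of reads outside genes the counts were 292 and 76 with 46 shared, 280, 260 and 251, 903, 364 and 339, and 237 and 2321. No source used here says that the replicate numbers pair libraries. Same-numbered libraries of different groups correlated at −0.239 to 0.542 in their deviations from the group means. The highest values, 0.53 and 0.542, joined replicates 2 and replicates 3 of the 2 genotypes labelled 1.5–2.5 hr. Replicates 2 and 3 crossed between the genotypes there gave −0.52 and −0.632. A factor shared by same-numbered libraries of that label is therefore not excluded. With the replicate block the genotype calls were 276 and 78 with 45 shared, the interactions 210, the named calls 393 and the list calls 41. Depth limits the scarcest genes, since those under a mean of 50 counts in every group, at 21045142 to 35106444 reads, were not tested.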

Differences from the paper's values

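No value here was chosen for its distance from the paper's, and the stage labels exchanged, glmTreat, the count minimums and the libraries left out were alternatives set before the data were examined. The paper states its fold thresholds and no level for the false discovery rate, so the counts stand at 0.05. Counts are said to differ where one is over 1.5 times the other, and log2 values where the signs differ or the gap is over the SE of the value here. For genes over 4-fold different the paper gives 74 at 0–1 h against 281 at that label here, with glmTreat (65) and the stage labels exchanged (81) the alternatives that do not differ. At 1.5–2.5 h it gives over 214 against 81, with no count minimum (190), filterByExpr (152) and the labels exchanged (281) not differing. For transcripts degraded over 16-fold in wild type it gives 819 against 324, with no count minimum (1021) and the labels exchanged (802) not differing. For genes induced in wild type it gives 235 against 802 (324 exchanged, the 1 alternative that does not differ), and in both genotypes 208 against 338 (not differing without SHMT replicate 1 labelled 0–1 hr, 306, with glmTreat, 179, and exchanged, 270). For genes induced in wild type alone it gives 27 against 464, and for SHMT alone 3 against 39, and no alternative reached these (54 and 5 with the labels exchanged).

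The log2 values of the paper's Tables S1 to S3 follow, in its direction and before the values here. For wild type minus SHMT, pn is 3.72 at 0–1 h in the paper and 5.10 here (3.50 exchanged, SE 0.15, which differs too, as do the other alternatives), and 5.05 at 1.5–2.5 h against 3.50 (5.10 exchanged). GstD3 is −7.94 at 0–1 h against −2.74 (−8.12 exchanged) and −2.91 at 1.5–2.5 h against −8.12 (−2.74 exchanged). rpr is 3.16 against 0.38 (2.90 exchanged) and 0.35 against 2.90 (0.38 exchanged). For 0–1 h minus 1.5–2.5 h, GstD3 is −0.15 in wild type against 0.28 (−0.22 with library sizes alone, −0.28 exchanged) and 4.87 in SHMT against −5.10 (5.10 exchanged). slam is −4.75 in wild type against 4.81 (−4.81 exchanged) and −3.83 in SHMT against 3.88 (−3.88 exchanged). rpr is −3.66 against 3.58 (−3.58 exchanged) and −6.13 against 6.10 (−6.10 exchanged), and egr −2.94 against 2.99 (−2.99 exchanged) and −4.37 against 4.61 (−4.61 exchanged). Apart from pn at 0–1 h and the value of GstD3 in wild type with library sizes alone, the exchanged labels are the 1 alternative under which these log2 values do not differ.

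Over whole tables, of 49 genes of Table S2 compared 1 has the paper's sign by the labels in wild type and 48 with the labels exchanged, and of 30 of Table S3 0 and 30. The paper states that its list of maternal genes holds no candidate with a cellularization function. Of genes degraded in wild type alone, the printed list holds only some with small changes in SHMT. Here Amph, cindr and lva lie among all 464 genes, of 6884 tested, over 16-fold higher at the 1.5–2.5 hr label in wild type alone. All 3 were also over 4-fold higher there in SHMT, so the 2 sets are unlike and this is no contradiction of the paper's statement.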

Other observations

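The test on chromosome 4 was chosen after seeing the result, and that on older embryos was not. Gene groups also differed between the labels, in both genotypes. Genes for DNA replication were higher at the 1.5–2.5 hr label, 16 of 21 in wild type and 19 in SHMT with 1 lower in each (the same adjusted over the list alone), Orc4 of the origin recognition complex with 1.09 ± 0.126 CPM (SD, n = 3) at the 0–1 hr and 84.1 ± 5.35 CPM at the 1.5–2.5 hr label in wild type and 3.01 ± 0.0687 and 77.5 ± 3.34 CPM in SHMT. Of 13 glycolysis genes 11 were higher there and 1 lower in each genotype (the same adjusted over the list alone), among them PyK, for pyruvate kinase, with 9.67 ± 2.28 and 516 ± 20.1 CPM in wild type and 29.5 ± 6.86 and 631 ± 94.0 CPM in SHMT. Trx-2, for a thioredoxin, stood at 2.18 ± 0.416 and 227 ± 22.6 CPM in wild type and 9.65 ± 3.34 and 271 ± 6.70 CPM in SHMT. Genes for ribosomal proteins were lower at the 1.5–2.5 hr label, 81 of 81 in wild type and 79 in SHMT (the same adjusted over the list alone), with a median log2 change of −1.43 and −1.15. RpL32 stood at 1985 ± 174 and 731 ± 34.2 CPM in wild type and 1715 ± 72.2 and 772 ± 65.2 CPM in SHMT. The camera adjusted p in wild type was 0.00381, 0.0118 and 1.86e-15 for these lists (adjusted p = 0.494 with an estimated correlation for each).

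Other groups compared between the genotypes at the 1.5–2.5 hr label moved little. Of 13 glycolysis genes 0 passed in edgeR (5 at an unadjusted p under 0.05, 5 in DESeq2 and 3 adjusted over the list alone, camera adjusted p = 0.00397, adjusted p = 0.840 with an estimated correlation), and of 13 genes for mitochondrial respiration, 7 of the integrated stress response and 9 for heat shock 0 passed (0, 0 and 1 at an unadjusted p under 0.05 and 0, 0 and 1 in DESeq2). Of 6 dosage compensation and 8 sex determination genes 0 passed (1 and 1 at an unadjusted p under 0.05, 1 and 1 in DESeq2). Xrp1, a transcription factor gene of the stress response, was higher in SHMT at the 0–1 hr label, with 2.85 ± 1.30 CPM in wild type and 13.8 ± 5.24 CPM in SHMT. At the 1.5–2.5 hr label it stood at 1.57 ± 0.42 and 3.76 ± 0.74 CPM, with each SHMT library above every wild-type library.

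On chromosome 4, 5 of 59 genes tested (8.47%) differed over 4-fold between the genotypes at both labels, against 42 of 6710 (0.626%) on the other arms (Fisher's exact p = 4.91e-05, or 0.000295 after multiplying by 6 arms). They are ey, bt, CG11093, CG31999 and CG32017. CG32017 was higher in SHMT, with 0.388 ± 0.125 CPM in wild type and 7.89 ± 1.02 CPM in SHMT at the 0–1 hr label, and CG11093 lower, with 50.3 ± 7.58 and 9.14 ± 2.44 CPM. CG31999 had 170 and 30 counts over the libraries labelled 0–1 hr and 168 and 11 over those labelled 1.5–2.5 hr, and its call at the latter was lost without replicate 1 or 3 of SHMT or replicate 2 of the wild type of that label (adjusted p = 0.0722, 0.0703 and 0.0537 from edgeR). Neighbouring genes do not vary independently, which makes this p too small.

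At the 0–1 hr label the segment polarity list was higher in wild type than in SHMT by a median log2 difference of 2.01, and the 7 genes tested of the older-embryo lists by 0.404, and by 0.308 at the 1.5–2.5 hr label. These lists went different ways. For SHMT minus wild type at the 0–1 hr and 1.5–2.5 hr labels the medians were −3.23 and −0.64 for muscle (3 genes) and 0.08 and 2.78 for epidermis (2 genes). The 2.78 rests on kkv, whose SHMT mean at the 1.5–2.5 hr label is set by replicate 2 alone (56.9 CPM, against 0.367 and 0.700 in replicates 1 and 3). The values were −0.75 and −0.16 for hemocytes, fat body and trachea (1 gene), and −0.18 and −0.31 for the nervous system (1 gene). The pooled median therefore does not show whether the difference was particular to 1 label. The limit set for a few older embryos in the wild-type collections was 0.5 for the segment polarity list and for the 7 genes, so the test leaves open whether such embryos might add to the difference.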
